# NEIL1 and NEIL2 DNA glycosylases modulate anxiety and learning in a cooperative manner in mice

**DOI:** 10.1038/s42003-021-02864-x

**Published:** 2021-12-02

**Authors:** Gunn A. Hildrestrand, Veslemøy Rolseth, Nicolas Kunath, Rajikala Suganthan, Vidar Jensen, Anna M. Bugaj, Marion S. Fernandez-Berrocal, Sunniva B. Sikko, Susanne Vetlesen, Anna Kuśnierczyk, Ann-Karin Olsen, Kristine B. Gützkow, Alexander D. Rowe, Wei Wang, Olve Moldestad, Monica D. Syrstad, Geir Slupphaug, Lars Eide, Arne Klungland, Pål Sætrom, Luisa Luna, Jing Ye, Katja Scheffler, Magnar Bjørås

**Keywords:** Base excision repair, Hippocampus

## Abstract

Oxidative DNA damage in the brain has been implicated in neurodegeneration and cognitive decline. DNA glycosylases initiate base excision repair (BER), the main pathway for oxidative DNA base lesion repair. NEIL1 and NEIL3 DNA glycosylases affect cognition in mice, while the role of NEIL2 remains unclear. Here, we investigate the impact of NEIL2 and its potential overlap with NEIL1 on behavior in knockout mouse models. *Neil1*^*−/−*^*Neil2*^*−/−*^ mice display hyperactivity, reduced anxiety and improved learning. Hippocampal oxidative DNA base lesion levels are comparable between genotypes and no mutator phenotype is found. Thus, impaired canonical repair is not likely to explain the altered behavior. Electrophysiology suggests reduced axonal activation in the hippocampal CA1 region in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice and lack of NEIL1 and NEIL2 causes dysregulation of genes in CA1 relevant for synaptic function. We postulate a cooperative function of NEIL1 and NEIL2 in genome regulation, beyond canonical BER, modulating behavior in mice.

## Abstract (web summary)

Gunn Hildrestrand, Veslemøy Rolseth, and Nicolas Kunath et al. examine mice lacking the NEIL1 and NEIL2 DNA glycosylases involved in base excision repair. Their results suggest that loss of both NEIL1 and NEIL2 dysregulates genes relevant to synaptic function and modulates behavior in mice.

## Introduction

Cells in tissues and organs are continuously subjected to oxidative stress originating both from exogenous and endogenous sources such as reactive oxygen species (ROS), ionizing radiation, UV radiation, and chemicals, amongst others^1^. The brain is especially susceptible to oxidative stress due to a high metabolic rate, low levels of antioxidant enzymes, and high levels of iron^2–4^. Thus, repair of oxidative damage in the genome of postmitotic neurons is supposed to be critical for proper brain function^5–7^. The hippocampus is a brain area critical for learning and memory formation and is also involved in anxiety^8–12^. Increasing evidence shows that oxidative stress and defective DNA repair affects the hippocampus and leads to cognitive impairment^13–16^. Oxidative stress has also been implicated in depression and anxiety^14,16–18^. In mammalian cells, oxidative DNA damage is predominantly repaired via the base excision repair (BER) pathway (reviewed in^19^) and enzymes in this pathway have been shown to be important for protection against neuronal cell death following induced ischemic brain damage^20–23^. BER is initiated by DNA glycosylases, which recognize and remove small base lesions (reviewed in^24,25^). To date, eleven mammalian DNA glycosylases have been identified. NEIL1 and NEIL2 are two of five DNA glycosylases specific for oxidative base lesions and the substrate specificities for these DNA glycosylases are partially overlapping. NEIL1 has broad substrate specificity and removes both pyrimidine- and purine-derived lesions such as 4,6-diamino-5-formamidopyrimidine (FapyA), 2,6-diamino-4-hydroxy-5-formamidopyrimidine (FapyG), guanidionhydantoin (Gh), spiroiminodihydantoin (Sp), and thymine glycol (Tg) from DNA. NEIL2 primarily removes oxidation products of cytosine such as 5-hydroxy-cytosine (5-ohC) and 5-hydroxy-uracil (5-ohU), also excised by NEIL1^19,26–28^. *NEIL1* and *NEIL2* mRNA is homogeneously distributed and ubiquitously expressed in human and murine brain, indicating a role of NEIL1 and NEIL2 in DNA maintenance in most areas of the brain^29^. Previous studies of mice lacking NEIL1 revealed a metabolic phenotype with variable penetrance, impaired memory retention and defects in olfactory function, as well as increased sensitivity to ischemic brain injury^23,30–32^. No overt phenotype has been reported for NEIL2-deficient mice, but they were shown to accumulate oxidative damage in transcribed regions of the genome with age^33^. Recently, we reported no accumulation of DNA damage or mutations and no predisposition to cancer development in mice lacking both NEIL1 and NEIL2^34^.

In the present study, we used mice deficient in NEIL1 and/or NEIL2 DNA glycosylases to elucidate the roles of these enzymes in behavior and cognition (i.e., activity, anxiety, learning, and memory) and to study their impact on genome stability, gene expression and electrophysiological features in the hippocampus. Our study revealed an altered behavioral phenotype in NEIL1/NEIL2-deficient mice, which was accompanied by differential regulation of genes relevant for synaptic function and instability of NMDA-receptor architecture in the hippocampus. No accumulation of DNA damage or mutations point to a NEIL1/NEIL2-dependent regulation of synaptic factors that is not explained by the enzymes’ function in DNA repair but rather a noncanonical contribution to gene regulation.

## Results

### Hyperactivity, reduced anxiety, and improved learning in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice

The functional consequences of inactivating the *Neil1* and *Neil2* genes were investigated by behavioral studies in adult (6-month-old) male mice (Fig. 1a). General activity levels were examined in an open field maze (OFM) and anxiety was monitored by using an elevated zero maze (EZM). Hippocampal functions such as spatial learning and memory were investigated by using the Morris water maze (MWM). The *Neil1*^*−/−*^*Neil2*^*−/−*^ mice displayed hyperactive behavior both in the OFM and the EZM by being more mobile (Fig. 1b, f) and covering an increased distance when exploring the two mazes (Fig. 1c, g), compared to single knockout (KO) and wild-type (WT) mice. In both mazes, they entered the center and open area zones more frequently than the other mice (Fig. 1d, h). In the EZM they also spent more time in the open area zones, which is indicative of reduced anxiety (Fig. 1i). All these characteristics were also observed in the single KO mice, however, to a lesser extent. In the MWM, mice of all genotypes swam well and learned the position of the hidden escape platform, as indicated by reduced latencies to escape the water during training, days 1 to 4 (Fig. 1j). Surprisingly, the *Neil1*^*−/−*^*Neil2*^*−/−*^ mice needed less time to localize the escape platform during training days 2–4, compared to WT mice, suggesting enhanced learning capacity in the double KO (DKO) mice. The *Neil2*^*−/−*^ mice also showed a tendency to improved learning; nonetheless, this was not statistically significant (Fig. 1j). During the first retention trial (day 5), all genotypes showed similar occupancies at the target quadrant (Fig. 1k), suggesting no substantial differences in spatial memory in any of the genotypes. During the second retention trial (day 12), the *Neil1*^*−/−*^*Neil2*^*−/−*^ mice appeared less decisive, shown as decreased preference for the target zone (Fig. 1k) and a tendency to search further away from the platform (Fig. 1l). However, these differences were not statistically significant. Thus, the probe tests suggest that memory (as measured in the MWM) was not impaired in any of the mutants. In line with a previous report^30^, the *Neil1*^*−/−*^ mice weighed significantly more than the WT mice (Supplementary Fig. 1). The *Neil1*^*−/−*^ mice were also significantly heavier than the *Neil2*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice (Supplementary Fig. 1). The increased weight did not seem to affect the activity level of the *Neil1*^*−/−*^ mice (Fig. 1b, c, f, g). Overall, the behavioral tests revealed an altered behavioral phenotype in the *Neil1*^*−/−*^*Neil2*^*−/−*^ mice shown as hyperactivity, reduced anxiety-like behavior, and improved learning.

**Fig. 1:**
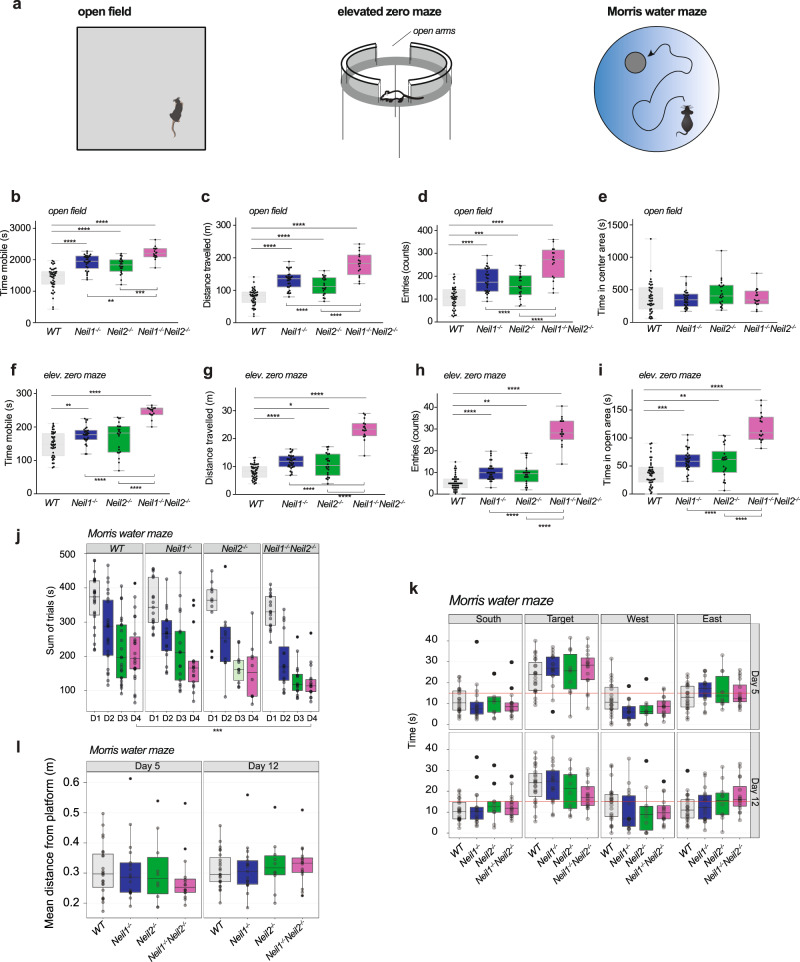
Increased activity, reduced anxiety and enhanced learning in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice. **a** Schematics of behavioral tests. **b**–**e** In the open field maze mice were allowed to explore freely for 45 min in an arena measuring L40 cm x W40 cm x H35 cm. An area of L20 cm x W20 cm was defined as the center area zone. **b** Time mobile, **c** distance travelled, **d** entries to the center area zone, and **e** time in the center area zone. **f**–**i** In the elevated zero maze, the mice were allowed 5 min for exploration on a 5-cm wide circular runway with alternating open and closed areas. **f** Time mobile, **g** distance travelled, **h** entries to the open area zones, and **i** time in the open area zones. **b**–**i** Data are shown in full, with overlaid boxplots representing the medians and the interquartile ranges (IQR). Whiskers indicate min/max values. Individual mice are represented by black dots. n = 43 WT, 30 *Neil1*^*−/−*^, 22 *Neil2*^*−/−*^ and 16 *Neil1*^*−/−*^*Neil2*^*−/−*^ mice. *P < 0.05, **P * *p* < 0.01, ***P < 0.001, ****P < 0.0001 by one-way ANOVA/Tukey. **j**–**l** In the Morris water maze, mice were trained to locate an escape platform hidden below the water surface (days 1–4) before memory was tested (days 5 and 12). **j** Latency to locate the platform and escape the water during learning trials, days 1 to 4. The data are shown as the total time spent in the tank for each mouse during eight trials. ***P = 0.00019 for *Neil1*^*−/−*^*Neil2*^*−/−*^ vs. WT by non-parametric pair wise Wilcoxon rank-sum test, Holm-adjusted. **k** Time spent in the four quadrants of the tank (the red line indicates average level expected by random behavior) and **l** mean distance from the platform zone during retention trials (probe tests), days 5 and 12. **j**–**l** Data are shown in full, with overlaid boxplots representing the medians and the interquartile ranges (IQR). Whiskers extend to a Tukey fence set at 1.5xIQR. Each mouse is indicated by a round symbol, outliers in black and all others in grey (different shades of grey indicate overlapping mice/symbols). *n* = 22 WT, 17 *Neil1*^*−/−*^, 10 *Neil2*^*−/−*^ and 16 *Neil1*^*−/−*^*Neil2*^*−/−*^ mice.

### No change in steady-state levels of oxidative DNA base lesions and no hypermutator phenotype in *Neil1*^*−/−*^*Neil2*^*−/−*^ hippocampus

As the hippocampus is one of the critical brain areas involved in anxiety as well as learning and memory, we assessed the effect of NEIL1 and/or NEIL2 deficiencies on hippocampal DNA integrity. We applied three different methods on adult (4–6-month-old) male mice (Fig. 2a). First, the bulk level of the oxidative DNA base lesion 5-ohC, a substrate for both NEIL1 and NEIL2, in hippocampal genomic DNA was measured by mass spectrometry (HPLC-MS/MS). The results showed no significant differences in global 5-ohC levels between the four genotypes (Fig. 2b). Second, the alkaline comet assay was used to analyze DNA damage, including strand breaks, at the single-cell level. The mutants had not accumulated more DNA damage than WT mice; on the contrary, the hippocampi of *Neil2*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice displayed reduced levels of strand breaks genome-wide as compared to WT mice (Fig. 2c). Fpg treatment, used to detect unrepaired base lesions, did not lead to increased comet tail lengths in any of the genotypes, suggesting no accumulation of base lesions in any of the mutants (Fig. 2c). This supports the mass spectrometry data showing unchanged global levels of oxidative DNA base lesions in all three mutants compared to WT (Fig. 2b). Third, a site-specific restriction enzyme-based qPCR method was applied to measure DNA lesions (i.e. apurinic/apyrimidinic (AP) sites, base lesions, strand breaks) or mutations in the *Gapdh* gene, which is transcriptionally active and thus, easily accessible for damage induction, but also repair. No significant changes were found, but as for the comet assay, there was a tendency to reduction in lesions/mutations in *Neil1*^*−/−*^*Neil2*^*−/−*^ hippocampi, as compared to WT (*P* = 0.0856) (Supplementary Fig. 2). In sum, our data suggest that the behavioral phenotype observed in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice were not caused by impaired canonical BER.

**Fig. 2:**
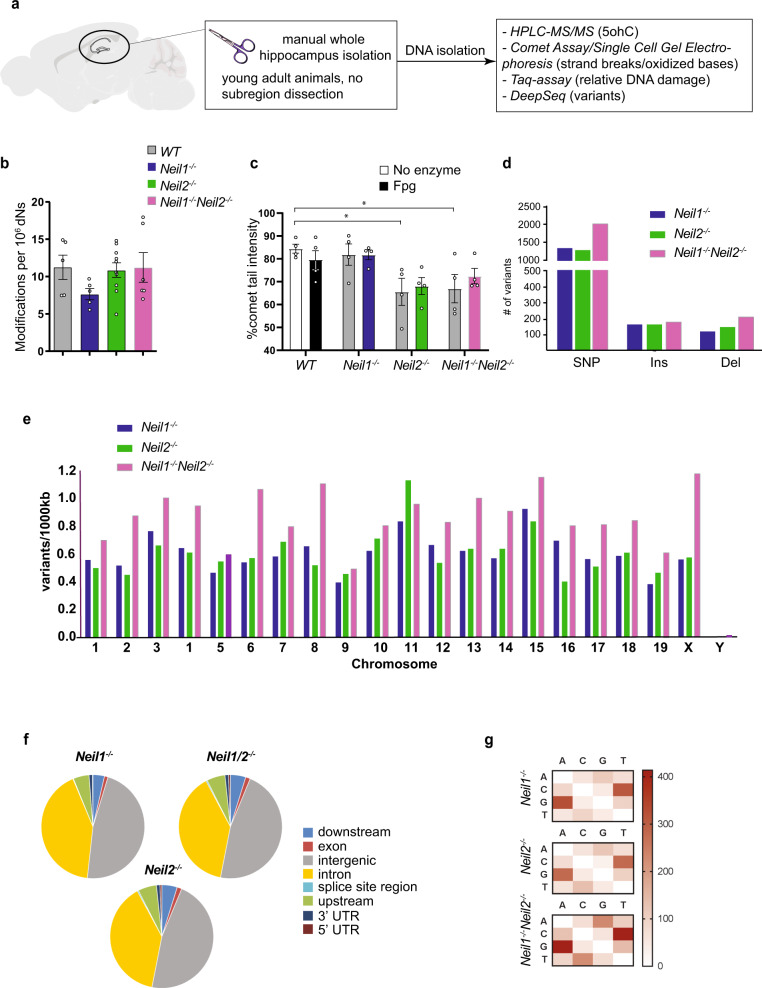
Unchanged steady-state levels of oxidative DNA base lesions and no hypermutator phenotype in *Neil1*^*−/−*^*Neil2*^*−/−*^ hippocampus. **a** Hippocampus was isolated from WT and NEIL-deficient mice and DNA damage and mutation levels estimated by various methods. **b** HPLC-MS/MS analysis of 5-ohC in hippocampal, genomic DNA. Data are shown as mean ± SEM. (individual mice are represented by circles). *n* = 5 WT, 5 *Neil1*^*−/−*^, 10 *Neil2*^*−/−*^ and 6 *Neil1*^*−/−*^*Neil2*^*−/−*^ mice. **c** DNA damage levels in hippocampal tissue by alkaline comet assay analysis. Data are shown as mean of gel medians (circles indicate gel median for each mouse; 50 comets x 3 gels scored per mouse) ± SEM. *n* = 4 mice per genotype. *P = 0.0291 and 0.0495 for *Neil2*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ vs. WT, respectively, by two-way ANOVA/Sidak. **d**–**g** DNA samples from four mice of each genotype were pooled and subjected to whole-genome deep sequencing followed by mutation profile analysis (for details, see Methods). **d** DNA sequence variants, **e** Chromosomal distribution of DNA sequence variants, **f** Genomic region distribution of DNA sequence variants, and **g** Base changes count of SNPs in NEIL-deficient vs. WT hippocampus. SNP, single nucleotide polymorphism; Ins, insertions and Del, deletions.

Although the total steady-state levels of mutagenic oxidative DNA lesions were unaltered in hippocampi from adult mice lacking NEIL1 and/or NEIL2, mutations accumulated during development could still explain the phenotype at adulthood. To test this possibility, we applied whole-genome deep sequencing of hippocampal DNA from adult (6-month-old) male mice to determine mutation profiles. A DNA sequence variant analysis was performed using the WT hippocampus sample as the reference genome. We found a modest increase in DNA sequence variants genome-wide (Fig. 2d) that were evenly distributed across all chromosomes in all the three mutants (Fig. 2e). Variants were detected in all genomic regions with the majority occurring in non-coding regions, such as intergenic regions and introns (Fig. 2f). Analysis of base-pair changes in SNPs showed a normal distribution with C:G to T:A transitions being the most frequent, most likely due to deamination of 5mC and C to thymine and uracil, respectively (Fig. 2g). These results indicate that lack of NEIL1 and/or NEIL2 does not lead to a genome-wide hypermutator phenotype in the hippocampus.

### Reduced axonal activation in stratum oriens of *Neil1*^*−/−*^*Neil2*^*−/−*^ hippocampus

To assess potential changes in excitatory synaptic transmission and cell excitability that could possibly explain the altered behavior in NEIL1/NEIL2-deficient mice, we recorded in either stratum radiatum (SR) or stratum oriens (SO) and simultaneously in stratum pyramidale (SP) in the CA1 region of hippocampal slices from adult (4-month-old) male *Neil1*^*−/−*^*Neil2*^*−/−*^ and WT mice. We decided to focus on the hippocampal CA1 subfield due to its prominent role in both spatial information coding and anxiety regulation^11,12,35,36^. The stimulation intensities necessary to elicit prevolleys of given amplitudes (0.5, 1.0, and 1.5 mV) tended to be higher, though not statistically significant, in SR of *Neil1*^*−/−*^*Neil2*^*−/−*^ mice compared to WT mice (Fig. 3a). Similar tendencies were observed in SO, and for one of the prevolley amplitudes (0.5 mV), the difference between mutant and control mice reached statistical significance (Fig. 3f). Measuring the field excitatory postsynaptic potential (fEPSP) as a function of the same prevolley amplitudes showed that *Neil1*^*−/−*^*Neil2*^*−/−*^ animals evoked fEPSPs similar to those obtained in WT mice, in both SR (Fig. 3b, e) and SO (Fig. 3g, j). Furthermore, postsynaptic excitability, measured as fEPSPs necessary for generating a population spike, was not significantly changed in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice compared to WT mice in SR (Fig. 3c, e) or SO (Fig. 3h, j). In sum, the results do not support any major differences between the mutant and WT mice in excitatory synaptic transmission (Fig. 3b, g) or postsynaptic excitability (Fig. 3c, h) in either of the two strata examined. However, in SO, slightly altered axonal activation (Fig. 3f) could indicate a reduction in fiber density, number of afferent fibers or a differential receptor composition in receptor subunits in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice compared to WT.

**Fig. 3:**
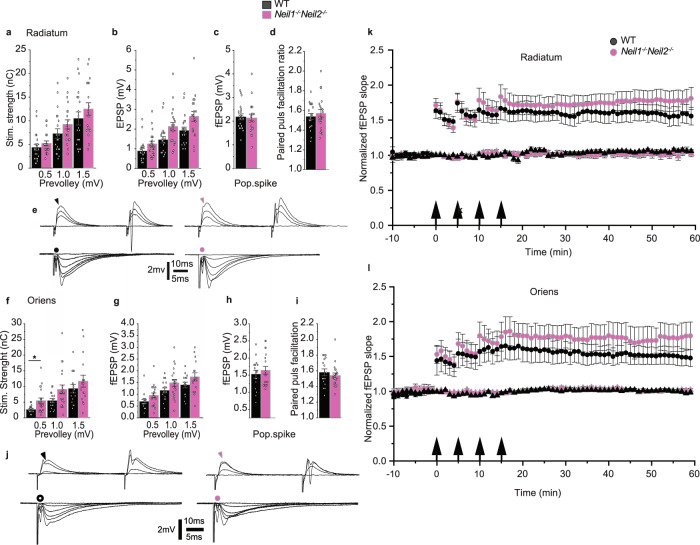
Reduced axonal activation in stratum oriens of *Neil1*^*−/−*^*Neil2*^*−/−*^ hippocampus. **a**–**j** Synaptic transmission, excitability and paired-pulse facilitation (PPF) in stratum radiatum (SR; **a**–**e**) and stratum oriens (SO; **f**–**j**) of *Neil1*^*−/−*^*Neil2*^*−/−*^ and WT mice. **a**, **f** Stimulation strengths necessary to elicit prevolleys of given amplitudes (0.5, 1.0, and 1.5 mV). **b**, **g** fEPSP amplitudes as a function of the same three prevolley amplitudes. **c**, **h** The fEPSP amplitudes necessary to elicit a just detectable population spike. **d**, **i** PPF ratio from the two genotypes at an interstimulus interval of 50 ms. **e**, **j** Recordings from stratum pyramidale (SP) elicited by paired-pulse stimulation (50 ms interstimulus interval). Arrowheads indicate the population spike thresholds in control (black) and *Neil1*^*−/−*^*Neil2*^*−/−*^ (magenta) mice. Circles indicate prevolleys preceding fEPSPs in control (black) and *Neil1*^*−/−*^*Neil2*^*−/−*^ (magenta) mice. Each trace is the mean of five consecutive synaptic responses elicited by different stimulation strengths. **a**–**d**, **f**–**i** Data are shown as mean ± SEM and *n* values represent total hippocampal slices per genotype (4–6 per mouse). Measures in individual slices are indicated with circles superimposed on the mean bars. **a**, **b** *n* = 20 WT for each of the stimulation strengths and 20, 20, 19 *Neil1*^*−/−*^*Neil2*^*−/−*^ for 0.5, 1.0, and 1.5 mV, respectively. **c** *n* = 20 WT and 19 *Neil1*^*−/−*^*Neil2*^*−/−*^. **d** *n* = 20 for both genotypes. **f**, **g** *n* = 16, 16, 15 WT and 20, 20, 16 *Neil1*^*−/−*^*Neil2*^*−/−*^ for 0.5, 1.0, and 1.5 mV, respectively. **h** *n* = 16 WT and 19 *Neil1*^*−/−*^*Neil2*^*−/−*^. **i** n = 16 WT and 20 *Neil1*^*−/−*^*Neil2*^*−/−*^. **f** *P = 0.019 for prevolley of 0.5 mV, by linear mixed model analysis. **k**, **l** Normalized and pooled fEPSP slopes evoked in hippocampal slices from WT and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice in SR (**k**) and SO (**l**). The tetanized pathways are shown as circles and the untetanized control pathways are shown as triangles. Arrows indicate time points of tetanic stimulation. Data are shown as mean ± SEM and n-values represent total hippocampal slices per genotype (4–6 per mouse). **k** *n* = 10 WT and 11 *Neil1*^*−/−*^*Neil2*^*−/−*^ **l** *n* = 9 WT and 8 *Neil1*^*−/−*^*Neil2*^*−/−*^.

To further characterize excitatory synaptic transmission in the hippocampal CA1 region, we measured paired-pulse facilitation (PPF)^37^, a short-lasting form of synaptic plasticity primarily attributed to changes in presynaptic Ca^2+^ homeostasis^38^. A comparison of PPF did not reveal any differences between the two genotypes in SR (Fig. 3d) or in SO (Fig. 3i).

We next analyzed the long-term potentiation of synaptic transmission (LTP) at CA3 to CA1 synapses in WT and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice in SR and SO. Tetanic stimulation of the afferent fibers in either of the pathways produced a lasting, homosynaptic potentiation of the fEPSP slope of similar magnitude in *Neil1*^*−/−*^*Neil2*^*−/−*^ and control mice, when measured 40 – 45 min after the tetanizations (Fig. 3k, l). In both SR and SO, LTP in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice was similar in magnitude to the corresponding pathways in WT mice.

### NEIL1 and NEIL2 differentially affect gene expression in CA1 with a potential relevance for synaptic function, plasticity, and composition

We recently reported hippocampal transcriptional changes in mice lacking OGG1 and MUTYH DNA glycosylases^16^. We therefore asked whether NEIL1 and NEIL2 DNA glycosylases could similarly act as transcriptional regulators within the hippocampus to modulate synaptic transmission and behavior. As for the electrophysiology, we focused on the CA1 subfield of the hippocampal formation due to its role in spatial learning and anxiety^11,12,35,36^. We applied whole-genome sequencing of RNA isolated from the pyramidal layer of CA1 of adult (3–6-month-old) male mice by laser capture microdissection (Fig. 4a), a method, which offers supreme tissue specificity^39^. 

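Cells of the CA1 pyramidal layer were cut from 8-µm sections of the dorsal hippocampus, 20 dissectates per collection cap, and their poly-A RNA was sequenced as 100-bp reads. Wfs1, which encodes a protein of the endoplasmic reticulum and marks CA1 pyramidal neurons, was at 656 ± 85.3 CPM (counts scaled to a common library size; SD, n = 3 mice) in WT and 569 ± 155 (SD, n = 2) in *Neil1*-/- mice. It was at 827 ± 122 (SD, n = 3) in *Neil2*-/- and 776 ± 92.9 (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice. Of 12 markers of CA1 pyramidal neurons measured, none changed in any genotype against WT at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Adjusted over the list alone, 1 of them (Ndst4) was lower in *Neil1*-/- mice and none in the others, and DESeq2 also called Ndst4 lower in *Neil1*-/- mice and none in the others. Ndst4 and Man1a in *Neil1*-/-, Wfs1 and Pou3f1 in *Neil2*-/- and Ndst4 in *Neil1*-/-*Neil2*-/- mice had an unadjusted p under 0.05. The deposited table holds estimated counts for 18558 genes, made with RSEM by the sequencing company BGI and not normalized. These counts were scaled by TMM and fitted in edgeR with 1 mean per genotype over 10 libraries: 3 WT, 2 *Neil1*-/-, 3 *Neil2*-/- and 2 *Neil1*-/-*Neil2*-/-. The test covered 13982 genes, at 19618923 to 21970180 counts per library, and adjusted p-values are Benjamini-Hochberg values over these genes. The other 2 of the 12 libraries carry a title of one genotype and a label of another, so they enter no group. Counts of near-identical gene copies (the Tmem254, Ccl21, H2ac and Amd families, LOC100041599, Gm29801 and Gm29804) share reads, so their values are uncertain.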

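Nlrx1, which encodes a mitochondrial protein of innate immunity, fell from 18.9 ± 1.92 CPM (SD, n = 3) in WT to 3.66 ± 0.634 (SD, n = 2) in *Neil1*-/- and 4.36 ± 0.717 (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice. In *Neil2*-/- mice it was at 15.6 ± 0.863 (SD, n = 3). Esd, which encodes an esterase that acts on S-formylglutathione, fell from 65.3 ± 4.69 CPM in WT to 30.5 ± 4.30 in *Neil2*-/- and 33.1 ± 0.731 in *Neil1*-/-*Neil2*-/- mice, and was at 72.2 ± 5.01 in *Neil1*-/- mice. Wdfy1, an adaptor of Toll-like receptor signaling, fell from 33.8 ± 1.03 CPM in WT to 8.99 ± 0.474 in *Neil1*-/-*Neil2*-/- mice, against 34.4 ± 0.300 in *Neil1*-/- and 33.2 ± 1.82 in *Neil2*-/- mice. This departure from the sum of the single knockouts passed its own test (interaction log2 fold change −1.90, adjusted p = 1.92e-05 from edgeR's quasi-likelihood test). The log2 fold change was −2.36 (standard error 0.17, adjusted p = 4.69e-05 from the same test) for Nlrx1 in *Neil1*-/- and −1.10 (standard error 0.10, adjusted p = 2.45e-04) for Esd in *Neil2*-/- mice. For Wdfy1 in *Neil1*-/-*Neil2*-/- mice it was −1.91 (standard error 0.09, adjusted p = 1.5e-06 from the same test). *Neil2* (gene 382913, chromosome 14 of GRCm38 from 63182439 to 63194154) had 5 counts in each WT library and 0 in each of the 5 libraries without NEIL2. This is at least 4.94-fold lower in *Neil2*-/- and at least 3.24-fold lower in *Neil1*-/-*Neil2*-/- mice with a floor of 3 counts over the group. *Neil1* (gene 72774, chromosome 9 from 57142788 to 57148688) was at 3.57 ± 0.771 CPM in WT, 6.83 ± 1.22 in *Neil1*-/-, 4.00 ± 0.0785 in *Neil2*-/- and 6.86 ± 0.487 in *Neil1*-/-*Neil2*-/- mice. Counts per gene do not show which exons they cover. Its log2 fold change was 0.93 in *Neil1*-/- (standard error 0.20, adjusted p = 0.133 from the same test) and 0.94 in *Neil1*-/-*Neil2*-/- mice (standard error 0.20, adjusted p = 0.0774). DESeq2 put both past 0.05 (adjusted p = 0.0315 and 0.017). In total 28 genes changed in *Neil1*-/-, 42 in *Neil2*-/- and 45 in *Neil1*-/-*Neil2*-/- mice. In all of them the libraries of the genotype did not overlap those of WT. The genes were called on these same libraries, so this largely follows from the calling and is no further support. Over unselected genes chance gives it for 20%, 10% and 20%. DESeq2 called 86, 158 and 186 genes, among them all the genes that edgeR called. Without *Neil1*-/- replicate 2, 17 genes changed in *Neil1*-/- mice, and without WT replicate 1 or *Neil1*-/-*Neil2*-/- replicate 1 or 2 it was 23, 17 and 213 in *Neil1*-/-*Neil2*-/- mice. In *Neil2*-/- mice it was 17, 20, 23, 19, 17 and 15 without WT replicate 1, 2 or 3 or *Neil2*-/- replicate 1, 2 or 3.

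**Figure D1:**
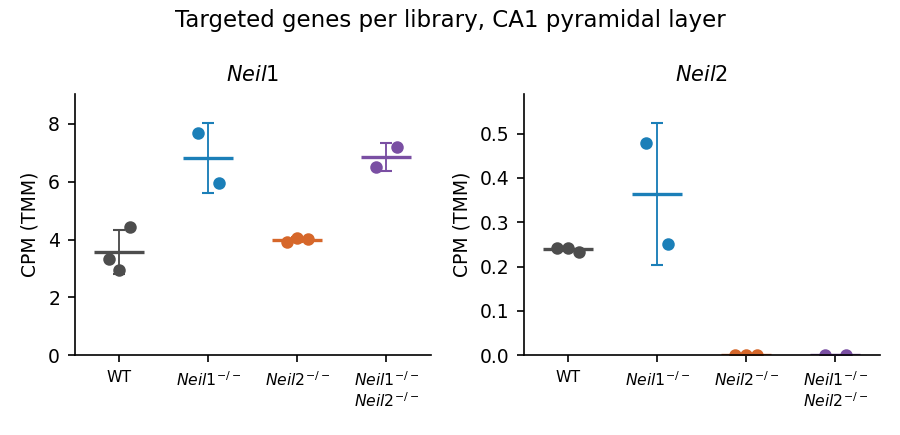
CPM (TMM-normalized) of *Neil1* (left) and *Neil2* (right) in each library by genotype, as points, with the mean (line) and SD (bars) per genotype. The 5 libraries without NEIL2 have 0 counts of *Neil2*, and the *Neil1* points of *Neil1*-/- and *Neil1*-/-*Neil2*-/- mice lie between 5.97 and 7.69 CPM.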

A moderate number of differentially expressed genes (DEGs) were detected, the largest amount in *Neil2*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice (Fig. 4b, Supplementary Fig. 3d–f). 

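Ogg1, which removes 8-oxoguanine from DNA, was at 6.99 ± 0.437 CPM (SD, n = 3) in WT and 6.44 ± 0.156 (SD, n = 2) in *Neil1*-/- mice. It was at 6.53 ± 1.19 (SD, n = 3) in *Neil2*-/- and 5.45 ± 1.22 (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice. Nthl1, the gene of the thymine glycol glycosylase NTH1, was at 0.991 ± 0.367 CPM in WT, 0.879 ± 0.108 in *Neil1*-/-, 0.663 ± 0.240 in *Neil2*-/- and 0.956 ± 0.183 in *Neil1*-/-*Neil2*-/- mice. Neil3 stayed between 0 and 0.0493 CPM, too low to be tested, so a difference was not detectable at this depth. Of 8 DNA glycosylase genes tested apart from *Neil1* and *Neil2*, none changed in any genotype, over all genes or adjusted over the list alone, from edgeR's quasi-likelihood test, and DESeq2 called none. Tdg was lower at an unadjusted p under 0.05 in each of the 3 genotypes, and the glycosylase list had a median log2 fold change of −0.09 in *Neil1*-/-, −0.08 in *Neil2*-/- and −0.20 in *Neil1*-/-*Neil2*-/- mice. For Ogg1 the log2 fold change was −0.12 in *Neil1*-/-, −0.10 in *Neil2*-/- and −0.35 (standard error 0.20) in *Neil1*-/-*Neil2*-/- mice (adjusted p = 0.885, 0.903 and 0.537 from the same test). For Nthl1 it was −0.17, −0.58 and −0.05 (adjusted p = 0.931, 0.682 and 0.979 from the same test). Mutyh, at 1.01 ± 0.386 CPM in WT, had log2 fold changes of 0.31, 0.16 and −0.16 in the same order, and Mpg, at 10.8 ± 0.252 CPM, had −0.08, 0.08 and 0.13, none past the test. Of 20 genes that act after the glycosylase in base excision repair none changed in edgeR, and DESeq2 called none. At an unadjusted p under 0.05 were 0 in *Neil1*-/-, 3 in *Neil2*-/- (Parp1 and Apex1 higher, Rfc1 lower) and 4 in *Neil1*-/-*Neil2*-/- mice (Polg, Polb, Rfc1 and Lig3, all lower).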

Notably, there were no significant changes in the expression of other oxidative DNA glycosylases, such as *Ogg1, Neil3* and *Nth1* (Supplementary Fig. 3d–f), indicating that there is no compensatory upregulation of these repair genes in mice lacking NEIL1 and/or NEIL2. 

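In *Neil1*-/- CA1, Rgs4, which limits signaling by G-protein-coupled receptors, fell from 163 ± 13.2 CPM (SD, n = 3) in WT to 101 ± 1.85 (SD, n = 2). Wnt9a, which encodes a secreted Wnt ligand, fell from 12.4 ± 1.57 to 4.81 ± 0.514. Kcna4, a voltage-gated potassium channel, fell from 61.3 ± 2.25 to 42.3 ± 0.219 CPM, while Ift46, a protein of ciliary transport, rose from 43.5 ± 1.06 to 80.5 ± 0.629. In *Neil2*-/- CA1, the neuropeptide gene Npy fell from 42.7 ± 2.13 to 24.4 ± 1.54 CPM (SD, n = 3), and Cirbp, a cold-inducible RNA-binding protein, rose from 31.6 ± 3.84 to 52.2 ± 2.43. Ppp1r1b, which encodes the dopamine-regulated phosphatase inhibitor DARPP-32, rose from 55.8 ± 3.62 to 107 ± 7.17 CPM (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice. There Neo1, a receptor of axon guidance, rose from 47.7 ± 3.54 to 76.2 ± 7.04. The log2 fold changes were −0.70 for Rgs4, −1.37 for Wnt9a, −0.54 for Kcna4 and 0.89 for Ift46 in *Neil1*-/- mice (adjusted p = 0.00306, 0.00158, 0.0163 and 3.23e-04 from edgeR's quasi-likelihood test). They were −0.81 for Npy and 0.72 for Cirbp in *Neil2*-/- mice (adjusted p = 0.0012 and 0.00447 from the same test), and 0.94 for Ppp1r1b and 0.68 for Neo1 in *Neil1*-/-*Neil2*-/- mice (adjusted p = 3.85e-04 and 0.0123). Npy was at 40.3 ± 5.30 CPM in *Neil1*-/-*Neil2*-/- mice, a departure from the sum of the single knockouts (interaction log2 fold change 1.15, adjusted p = 0.00343 from the same test). Together 16 genes rose and 12 fell in *Neil1*-/- mice, 23 rose and 19 fell in *Neil2*-/- mice, and 26 rose and 19 fell in *Neil1*-/-*Neil2*-/- mice. Of these, 25, 31 and 41 genes had an absolute log2 fold change above 0.6, and 17, 19 and 27 above 1. Among the genes that were at or near 0 in WT, Gm2427 was at least 73.0-fold higher in *Neil1*-/- and at least 67.1-fold higher in *Neil1*-/-*Neil2*-/- mice, with a floor of 3 counts over the WT group. Its estimated counts over these groups, 142.77 and 130.63, are not whole numbers, so it may share reads with other genes. LOC100041599 was at least 186-fold, 152-fold and 86.1-fold higher in *Neil1*-/-, *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice, and shares reads with near-identical copies. The call of Kcna4 was lost without WT replicate 2 or 3 or either *Neil1*-/- replicate (adjusted p up to 0.157). That of Neo1 was lost without WT replicate 1 or *Neil1*-/-*Neil2*-/- replicate 1 (adjusted p up to 0.221).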

Similar numbers of up- and downregulated genes were found in all genotypes (Fig. 4c). While there was almost no overlap in DEGs between *Neil1*^*−/−*^ and *Neil2*^*−/−*^, we found most overlapping DEGs between single- and double-knockout mice (Fig. 4d). 

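The genes that moved the same way in *Neil1*-/- and *Neil1*-/-*Neil2*-/- mice included Nlrx1 and Clmp, which encodes an adhesion molecule, both lower, and Ift46, Neo1, Dcps and Fxyd2, all higher. Clmp fell from 25.0 ± 3.41 CPM (SD, n = 3) in WT to 6.22 ± 1.20 (SD, n = 2) in *Neil1*-/- and 7.67 ± 1.15 (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice. Those shared by *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice included Esd and Bmp1, a procollagen protease, both lower, and Ciart and Nr1d1 of the circadian clock, Cirbp, Rgcc and the myosin gene Myh6, all higher. Bmp1 fell from 60.9 ± 2.90 CPM in WT to 42.9 ± 1.40 (SD, n = 3) in *Neil2*-/- mice. Its log2 fold change was −0.51 in *Neil2*-/- (adjusted p = 0.0397 from edgeR's quasi-likelihood test) and −1.02 in *Neil1*-/-*Neil2*-/- mice (adjusted p = 6.38e-04), and the call in *Neil2*-/- mice was lost without any WT or *Neil2*-/- replicate, with no abundance trend and with a replicate block (adjusted p up to 0.181). Of the genes named so far, Nlrx1, Clmp, Ift46, Fxyd2, Esd, Ciart and Myh6 were called in both genotypes in each of 23 alternative settings. In some settings the calls of Rgcc (16 of 23 kept in *Neil2*-/-, 21 in *Neil1*-/-*Neil2*-/- mice; adjusted p up to 0.151), Nr1d1 (17 and 17; up to 0.101), Cirbp (23 and 19; up to 0.21), Neo1 (17 in *Neil1*-/-, 20 in *Neil1*-/-*Neil2*-/- mice; up to 0.221) and Dcps (20 and 23; up to 0.0672) were lost. Counting genes called in both comparisons and in the same direction, *Neil1*-/- and *Neil2*-/- shared 7, *Neil1*-/- and *Neil1*-/-*Neil2*-/- shared 12, *Neil2*-/- and *Neil1*-/-*Neil2*-/- shared 14, and 4 were shared by all 3 (LOC100041599, Gm29801, Ccl21b and Gm29804). The 7 shared by *Neil1*-/- and *Neil2*-/- mice were these 4 with Gm40363, Tmem254b and Mid1, and of the 7 only Gm40363 and Mid1 are not among the near-identical copies. Mid1, an X-linked ubiquitin ligase gene, fell from 40.1 ± 9.28 CPM in WT to 10.1 ± 0.168 in *Neil1*-/- and 9.32 ± 1.50 in *Neil2*-/- mice. In *Neil1*-/-*Neil2*-/- mice it was at 73.2 ± 15.4 (interaction log2 fold change 4.97, adjusted p = 9.27e-06 from the same test). Lists drawn independently would share 0.0426, 0.0461 and 0.0686 genes. In 40 simulations of unchanged groups against a common simulated WT group, the pairs shared 0, 0.025 and 0.075 on average. The highest of the 40 were 0, 1 and 1. The simulated pairs leave out real effects, so they would hold few called genes to share, and a low overlap follows from this. A WT group of 3 cannot be parted into groups of 2 or more, so part of the excess may come from the shared controls. Of the 12 genes, 5 (Clmp, Fxyd2, Ift46, Neo1 and Nlrx1) lie within 20 Mb of *Neil1*. Of the 14, 5 (4930431P22Rik, Bmp1, Esd, Myh6 and Rgcc) lie within 20 Mb of *Neil2*. Both sets also hold Ccl21b, LOC100041599, Gm29801 and Gm29804, which share reads. Neither the independent lists nor the simulated pairs allow for linked genes or shared reads. DESeq2's calls gave 14, 29, 55 and 7 shared genes, and without WT replicate 1, *Neil2*-/- replicate 2 or 3 or *Neil1*-/-*Neil2*-/- replicate 1 the overlap of *Neil2*-/- and *Neil1*-/-*Neil2*-/- was 7, 9, 8 and 7 genes.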

Exploratory data analysis identified two samples to be clear outliers (Supplementary Figs. 3g and 4). These two outliers (red arrows, Supplementary Fig. 3g) were excluded from the group comparison analysis. 

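Among the 10 libraries compared, *Neil1*-/-*Neil2*-/- replicate 1 stood apart, at −48.1 on the first principal component of log2 CPM over all libraries (20.5% of the variance) against −8.52 to 14.9 for the other 9. Which 2 libraries the paper excluded is not given in the sources used here, so the 10 may include them. The libraries were set beside the colors of Fig. 4g in 360 assignments, a comparison chosen after the values were seen. The best (correlation 0.991) left out *Neil1*-/- replicate 2 and *Neil1*-/-*Neil2*-/- replicate 1. The second (0.989) left out the former but not the latter. With the 4 libraries of these 2 genotypes used here it was 0.958. Markers of cells outside the pyramidal layer were higher in *Neil1*-/-*Neil2*-/- replicate 1. Over their lists its mean log2 CPM was 0.982 above the WT mean for oligodendrocytes, 0.739 for astrocytes, 1.63 for blood, 2.03 for choroid plexus and ependyma and 2.08 for thalamus and striatum. In *Neil1*-/-*Neil2*-/- replicate 2 the same lists stood 0.265, 0.0651, 0.305, 0.901 and 0.953 above the WT mean, and the CA1 markers were at −0.168 in replicate 1 and −0.00385 in replicate 2. Mbp, a major protein of myelin, was at 568 CPM in replicate 1 and 299 in replicate 2 of *Neil1*-/-*Neil2*-/- mice, against 239 ± 27.6 (SD, n = 3) in WT. Ttr, a secreted protein of the choroid plexus, was at 235 and 77.5 CPM against 37.3 ± 62.6. Of 15 markers of thalamus and striatum, 4 rose in *Neil1*-/-*Neil2*-/- mice (Drd1, Drd2, Adora2a and Ppp1r1b) and 9 adjusted over the list alone. The list had a median log2 fold change of 1.11 (adjusted p = 4.29e-19 from limma's camera with a preset correlation, adjusted p = 0.311 with an estimated correlation). Ppp1r1b rose in *Neil2*-/- mice too (log2 fold change 0.44, adjusted p = 0.0475 from edgeR's quasi-likelihood test, called in 9 of 23 alternative settings, adjusted p up to 0.289), where the list's median was −0.10. Drd2 lies within 20 Mb of *Neil1*. The dopamine receptor gene Drd1 was at 10.3 and 4.49 CPM in the *Neil1*-/-*Neil2*-/- libraries and at 0.618 ± 0.238 in WT (log2 fold change 3.57, adjusted p = 0.00194 from the same test). None of 16 oligodendrocyte genes and none of 17 astrocyte genes changed in *Neil1*-/-*Neil2*-/- mice in edgeR, but 13 and 7 were higher adjusted over the list alone. In all 13 and 9 had an unadjusted p under 0.05, and DESeq2 called 5 (Cldn11, Mag, Cnp, Trf and Mal) and 0. As lists both were higher (adjusted p = 3.62e-14 and 1.71e-07 from camera, adjusted p = 0.311 with an estimated correlation for each). *Neil1*-/- replicate 1 stood 1.10 above the WT mean for thalamus and striatum and *Neil1*-/- replicate 2 at −0.304; the latter lay at 27.4 on the second component (16.3% of the variance). Without *Neil1*-/-*Neil2*-/- replicate 1 or WT replicate 1 or 2 the calls of Drd2 and Adora2a were lost (adjusted p up to 0.174 and 0.116), that of Drd2 also without WT replicate 3 or *Neil2*-/- replicate 2 or 3, while Drd1 and Ppp1r1b passed in each of 23 alternative settings.

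**Figure D2:**
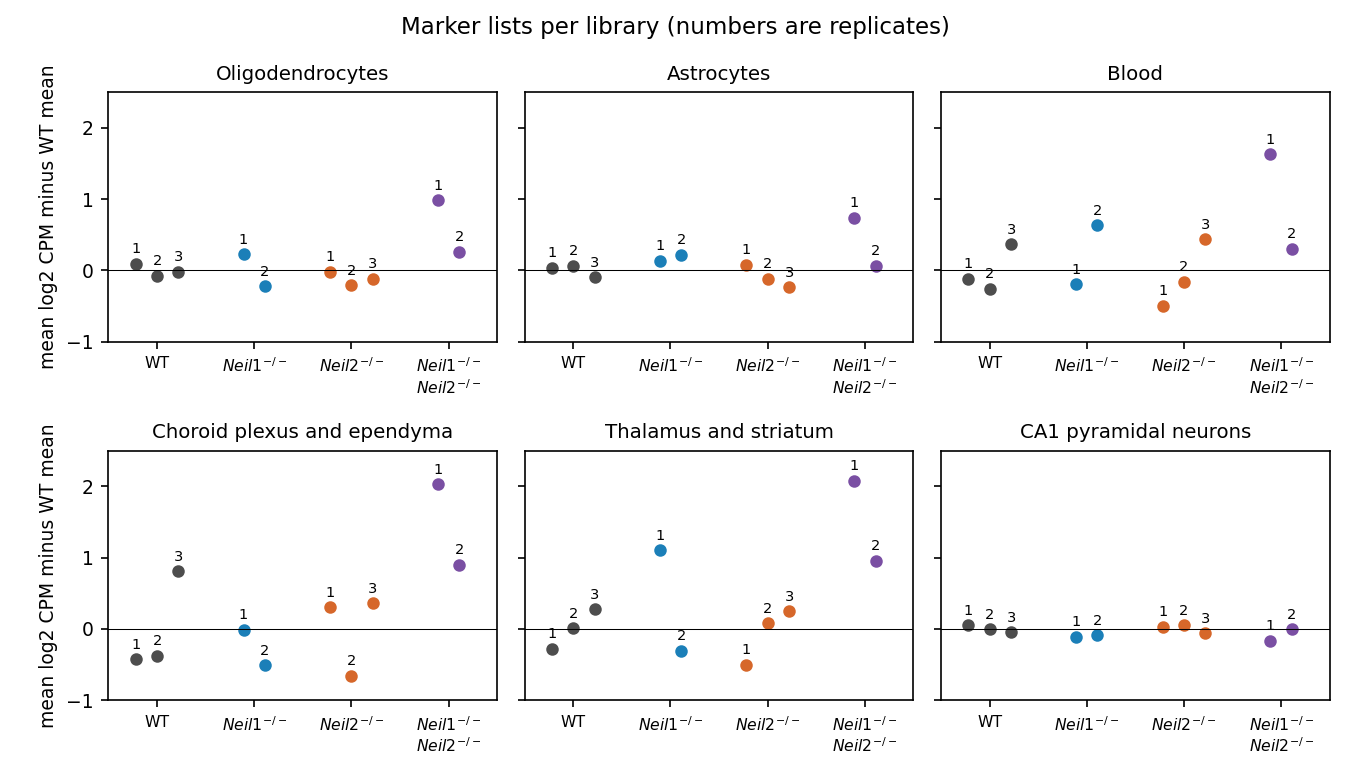
Mean log2 CPM of each marker list minus its WT mean (y axis) in each of the 10 libraries by genotype, with the replicate number over each point. *Neil1*-/-*Neil2*-/- replicate 1 is the highest point for oligodendrocytes, astrocytes, blood, choroid plexus and ependyma, and thalamus and striatum, and the lowest for CA1 pyramidal neurons.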

A reactome-pathway analysis showed the nuclear receptor signaling pathway (R-MMU-38328) to be significantly overrepresented in *Neil1*^*−/−*^*Neil2*^*−/−*^ CA1. 

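Nr1d1, a repressor of the circadian clock, and Nr4a2, an activity-induced orphan receptor, were the nuclear receptor genes that passed the test in *Neil1*-/-*Neil2*-/- CA1, the first higher and the second lower. Of 36 nuclear receptor genes tested these 2 were called with an absolute log2 fold change above 0.3, where 0.116 were expected from 45 such genes among 13982. This is a 17.3-fold over-representation (1-sided Fisher's exact test, p = 0.00595, adjusted p = 0.0298 over 10 gene lists). In *Neil2*-/- CA1 it was 1 gene, Nr1d1, 9.25-fold more than expected (p = 0.103 from the same exact test, adjusted p = 0.514), and in *Neil1*-/- CA1 it was none in edgeR. There 3 genes (Nr3c2, Nr2c2 and Thrb) had an unadjusted p under 0.05, and DESeq2 called Nr3c2. Adjusted over the list alone, Nr1d1 and Nr1d2 were higher and Nr4a2 and Nr4a3 lower in both *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice, and Nr3c2, the mineralocorticoid receptor gene, was lower in *Neil1*-/- mice. Receptors of monoamines and acetylcholine were over-represented in *Neil1*-/-*Neil2*-/- CA1 as well, with Drd1 and Drd2 among 27 genes tested (23.0-fold, p = 0.00338 from the same exact test, adjusted p = 0.0298). These are the libraries with the higher striatal markers, and the call of Drd2 was lost without any WT replicate, *Neil2*-/- replicate 2 or 3 or *Neil1*-/-*Neil2*-/- replicate 1, with a replicate block and with 2 libraries left out together (adjusted p up to 0.174). With DESeq2's calls it was 11.4-fold (Drd1, Drd2, Drd5 and Htr3a; adjusted p = 0.00386 from the exact test). With 2 nuclear receptors behind it, the value for nuclear receptors was 0 without WT replicate 1 or *Neil1*-/-*Neil2*-/- replicate 1, 9.47 without WT replicate 3, 8.09, 10.8 and 10.2 without *Neil2*-/- replicates 1, 2 and 3, and 3.65 without *Neil1*-/-*Neil2*-/- replicate 2, but 31.5 without WT replicate 2 and 11.8 without either *Neil1*-/- replicate. Its p was above 0.05 with median-ratio scaling (9.03), no abundance trend (8.26), robust fitting (7.93), only the 2 groups compared (6.94) and a replicate block (0; p = 0.105, 0.114, 0.119, 0.135 and 1 from the exact test). With the calls of DESeq2 (Nr1d1, Nr1d2 and Nr4a2) it was 6.40 (adjusted p = 0.0377 from the exact test).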

Of note, all three isotypes of the orphan nuclear receptor Nr4a were downregulated in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice, whereas the nuclear receptors Nr1d1 and Nr1d2 were upregulated (Fig. 4e). 

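Nr1d1 rose from 94.0 ± 26.9 CPM (SD, n = 3) in WT to 209 ± 8.02 (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice, and Nr4a2 fell from 82.5 ± 14.1 to 49.0 ± 7.88. Nr1d2, the close relative of Nr1d1, was at 83.5 ± 9.60 CPM in WT and 111 ± 5.99 in *Neil1*-/-*Neil2*-/- mice, with both *Neil1*-/-*Neil2*-/- libraries above every WT library. Nr4a1 was at 149 ± 16.8 and 115 ± 10.0 CPM and Nr4a3 at 152 ± 17.9 and 115 ± 2.95, with both *Neil1*-/-*Neil2*-/- libraries below every WT library for each of the 3 Nr4a genes. Nr1d1 (gene 217166, chromosome 11 of GRCm38 from 98767932 to 98775377) had a log2 fold change of 1.16 (standard error 0.17, adjusted p = 0.0119 from edgeR's quasi-likelihood test). For Nr4a2 (gene 18227, chromosome 2 from 57106830 to 57124003) it was −0.75 (standard error 0.14, adjusted p = 0.0497 from the same test). Nr1d2 (0.41, standard error 0.09, adjusted p = 0.0901), Nr4a3 (−0.40, standard error 0.11, adjusted p = 0.188) and Nr4a1 (−0.36, standard error 0.24, adjusted p = 0.614) did not pass the same test. Of 48 immediate early genes, which neuronal activity induces, Nr4a2 alone fell, and 6 were lower adjusted over the list alone (Egr2, Egr3, Ier5, Npas4, Nr4a2 and Nr4a3). As a list they were lower (median log2 fold change −0.04, adjusted p = 0.0202 from limma's camera, adjusted p = 0.448 with an estimated correlation). Nr4a2 was called in 9 of 23 alternative settings: not without WT replicate 1 or 3, any *Neil2*-/- replicate or *Neil1*-/-*Neil2*-/- replicate 1, nor with median-ratio scaling, no abundance trend, only the 2 groups compared, a replicate block, voom with or without quantile normalization, a filter at a mean of 10 counts or 2 libraries left out together (adjusted p up to 0.575). Nr1d1 was called in 17 of 23: not without WT replicate 1 or 3 or *Neil1*-/-*Neil2*-/- replicate 1, nor with robust fitting, a replicate block or 2 libraries left out together (adjusted p up to 0.101). DESeq2 called Nr1d1, Nr1d2 and Nr4a2 (adjusted p = 6.15e-04, 0.00655 and 6.22e-05) but not Nr4a1 (adjusted p = 0.825) or Nr4a3 (adjusted p = 0.0526).

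**Figure D3:**
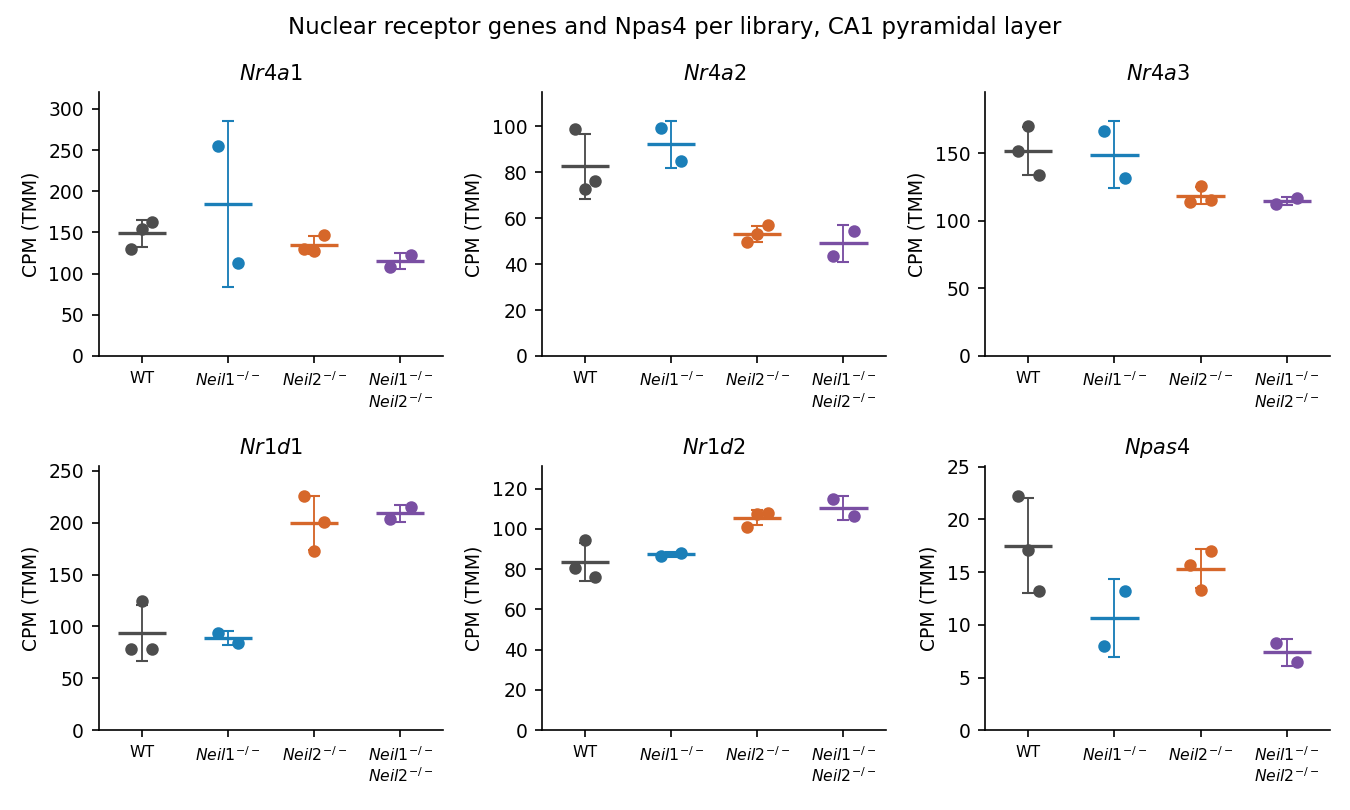
CPM (TMM-normalized) of Nr4a1, Nr4a2, Nr4a3, Nr1d1, Nr1d2 and Npas4 in each library by genotype, as points, with the mean (line) and SD (bars). The libraries of *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice lie above all WT libraries for Nr1d1 and Nr1d2 and below them for Nr4a2 and Nr4a3.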

While four of these five nuclear receptors were similarly differentially regulated in *Neil2*^*−/−*^, none of them were altered in *Neil1*^*−/−*^ CA1, pointing to a NEIL2-dependent regulation of nuclear receptors. 

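In *Neil2*-/- CA1, Nr1d1 rose to 199.7 ± 26.4 CPM (SD, n = 3), whereas in *Neil1*-/- CA1 it was at 88.7 ± 6.91 (SD, n = 2). Nr4a2 was at 53.2 ± 3.60 CPM in *Neil2*-/- and 92.1 ± 10.1 in *Neil1*-/- mice, and Nr4a3 at 118 ± 6.29 and 149 ± 24.6. Nr1d2 was at 106 ± 3.76 and 87.3 ± 1.14, and Nr4a1 at 135 ± 10.7 and 184 ± 100. The clock output genes Ciart, a repressor of the clock, and Dbp, a transcription factor, rose with Nr1d1 in *Neil2*-/- mice. Ciart rose from 8.74 ± 2.09 CPM in WT to 28.6 ± 6.77, and Dbp from 68.2 ± 22.0 to 138 ± 24.3. Nfil3, which represses the targets of Dbp, was at 4.62 ± 0.539 CPM in *Neil2*-/- and 4.24 ± 0.0601 in *Neil1*-/-*Neil2*-/- mice, against 9.02 ± 2.52 in WT. The log2 fold change of Nr1d1 was 1.08 in *Neil2*-/- (standard error 0.16, adjusted p = 0.0147 from edgeR's quasi-likelihood test) and −0.09 in *Neil1*-/- mice (adjusted p = 0.913). Tested directly between *Neil1*-/- and *Neil2*-/- mice, the difference passed for Nr1d1 (log2 −1.17, standard error 0.18, adjusted p = 0.0115 from the same test) and Nr4a2 (0.79, standard error 0.13, adjusted p = 0.016). It did not pass for Nr1d2 (−0.27, adjusted p = 0.124), Nr4a3 (0.33, adjusted p = 0.123) or Nr4a1 (0.46, adjusted p = 0.31). Against WT, Nr4a2 (−0.64, adjusted p = 0.061), Nr1d2 (0.33, adjusted p = 0.153), Nr4a3 (−0.36, adjusted p = 0.228) and Nr4a1 (−0.15, adjusted p = 0.883) did not pass the same test in *Neil2*-/- mice. There DESeq2 called Nr4a2 and Nr1d2 (adjusted p = 2.45e-04 and 0.0251) but not Nr4a3 (adjusted p = 0.0553). With the loss of NEIL2 over all 10 libraries, Nr1d1 and Nr1d2 were higher (log2 fold changes 1.15 and 0.34, adjusted p = 0.00102 and 0.0149 from edgeR's quasi-likelihood test). Of 24 circadian clock genes, 3 rose in *Neil2*-/- mice (Ciart, Nr1d1 and Dbp), and 7 were higher and 1 lower adjusted over the list alone. In *Neil1*-/-*Neil2*-/- mice 2 rose (Ciart and Nr1d1), and 8 were higher and 2 lower. The list was higher in *Neil2*-/- (adjusted p = 1.08e-04 from limma's camera, adjusted p = 0.54 with an estimated correlation) and *Neil1*-/-*Neil2*-/- mice (adjusted p = 2.11e-05, adjusted p = 0.311 with an estimated correlation). In *Neil1*-/- mice no clock gene changed in edgeR, 6 had an unadjusted p under 0.05 and DESeq2 called Usp2, Tef and Bhlhe40. There 5 passed adjusted over the list alone (Tef, Hlf and Bhlhe40 higher, Usp2 and Arntl lower). The call of Nr1d1 in *Neil2*-/- mice was lost without WT replicate 1 or 3 or *Neil2*-/- replicate 1 or 3, with robust fitting and with a replicate block (adjusted p up to 0.0966) and that of Dbp without WT replicate 1 or 3, any *Neil2*-/- or any *Neil1*-/-*Neil2*-/- replicate (adjusted p up to 0.22). The difference between *Neil1*-/- and *Neil2*-/- mice in Nr1d1 was lost without *Neil1*-/- replicate 2 and that in Nr4a2 without *Neil2*-/- replicate 1, while Ciart passed in *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice in each of 23 alternative settings.

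**Figure D4:**
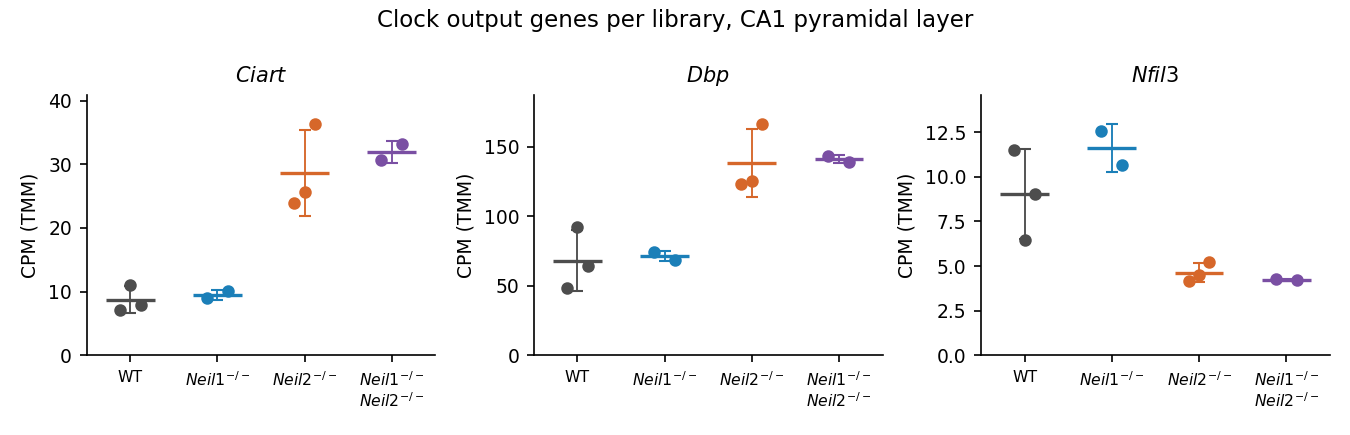
CPM (TMM-normalized) of Ciart, Dbp and Nfil3 in each library by genotype, as points, with the mean (line) and SD (bars). The 5 libraries without NEIL2 lie above all 5 others for Ciart and Dbp and below all 5 for Nfil3.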

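Among the 8 called genes with the lowest log2 fold changes in *Neil1*-/- CA1 were Nlrx1, Clmp, Mid1, Wnt9a and Cryab, a small heat shock protein, and among those in *Neil1*-/-*Neil2*-/- CA1 were Nlrx1, Wdfy1, Clmp and Bmp1. Nlrx1 and Clmp were in both, with −2.11 and −1.70 in *Neil1*-/-*Neil2*-/- mice (adjusted p = 1.24e-04 and 0.00128 from edgeR's quasi-likelihood test). Cryab fell from 17.1 ± 0.666 CPM (SD, n = 3) in WT to 7.47 ± 0.0183 (SD, n = 2) in *Neil1*-/- mice and was at 9.78 ± 2.53 (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice. Its log2 fold changes were −1.20 and −0.80 (adjusted p = 0.00648 and 0.0566 from the same test), and the call in *Neil1*-/- mice was lost without either *Neil1*-/- replicate (adjusted p up to 0.0644). Of the 8 highest in *Neil1*-/-*Neil2*-/- CA1, 4930431P22Rik and Myh6, which encodes a heart muscle myosin, were also among the 8 highest in *Neil2*-/- CA1. Myh6 rose from 0.0634 ± 0.0260 CPM in WT to 1.41 ± 0.350 (SD, n = 3) in *Neil2*-/- and 1.52 ± 0.501 in *Neil1*-/-*Neil2*-/- mice. Gm2427, Ccl21b, LOC100041599 and Gm29804 were among the 8 highest in both *Neil1*-/- and *Neil1*-/-*Neil2*-/- mice, and the last 3 of them in *Neil2*-/- mice too. Nlrx1, Clmp, Cryab, Ift46, Fxyd2 and Neo1 lie on chromosome 9 within 20 Mb of *Neil1*, and Esd, Myh6, Bmp1, Rgcc and 4930431P22Rik on chromosome 14 within 20 Mb of *Neil2*. In *Neil1*-/- mice 8 of 28 called genes were within 20 Mb of *Neil1*, against 312 of the 13926 tested genes with a position (odds ratio 17.9, 2-sided Fisher's exact test, p = 1.22e-07). Of the 8, 4 were higher and 4 lower. It was 12 of 45 in *Neil1*-/-*Neil2*-/- mice (odds ratio 16.5, p = 1.92e-10 from the same exact test), 5 higher and 7 lower. It was 0 of 42 in *Neil2*-/- mice in edgeR, where the exact interval of the odds ratio reached 4.02. Within 20 Mb of *Neil2*, where 265 genes were tested, lay 10 of 42 called genes in *Neil2*-/- mice (odds ratio 16.7, p = 4.52e-09 from the same exact test). There lay 5 of 45 in *Neil1*-/-*Neil2*-/- mice (6.55, p = 0.00158 from the exact test) and 2 of 28 in *Neil1*-/- mice (3.99, p = 0.0987; Gm16867 and Entpd4b). Near *Neil2* the odds ratio in *Neil2*-/- mice was 5.76 (p = 0.0547 from the exact test), 11.0, 6.10 and 7.98 without WT replicate 2 or 3 or *Neil2*-/- replicate 1 or 3. In *Neil1*-/-*Neil2*-/- mice it was 11.2 and 1.51 (p = 0.305 from the exact test) without *Neil1*-/-*Neil2*-/- replicate 1 or 2 there, and 10.8 and 3.17 near *Neil1* without WT replicate 3 or *Neil1*-/-*Neil2*-/- replicate 2.

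**Figure D5:**
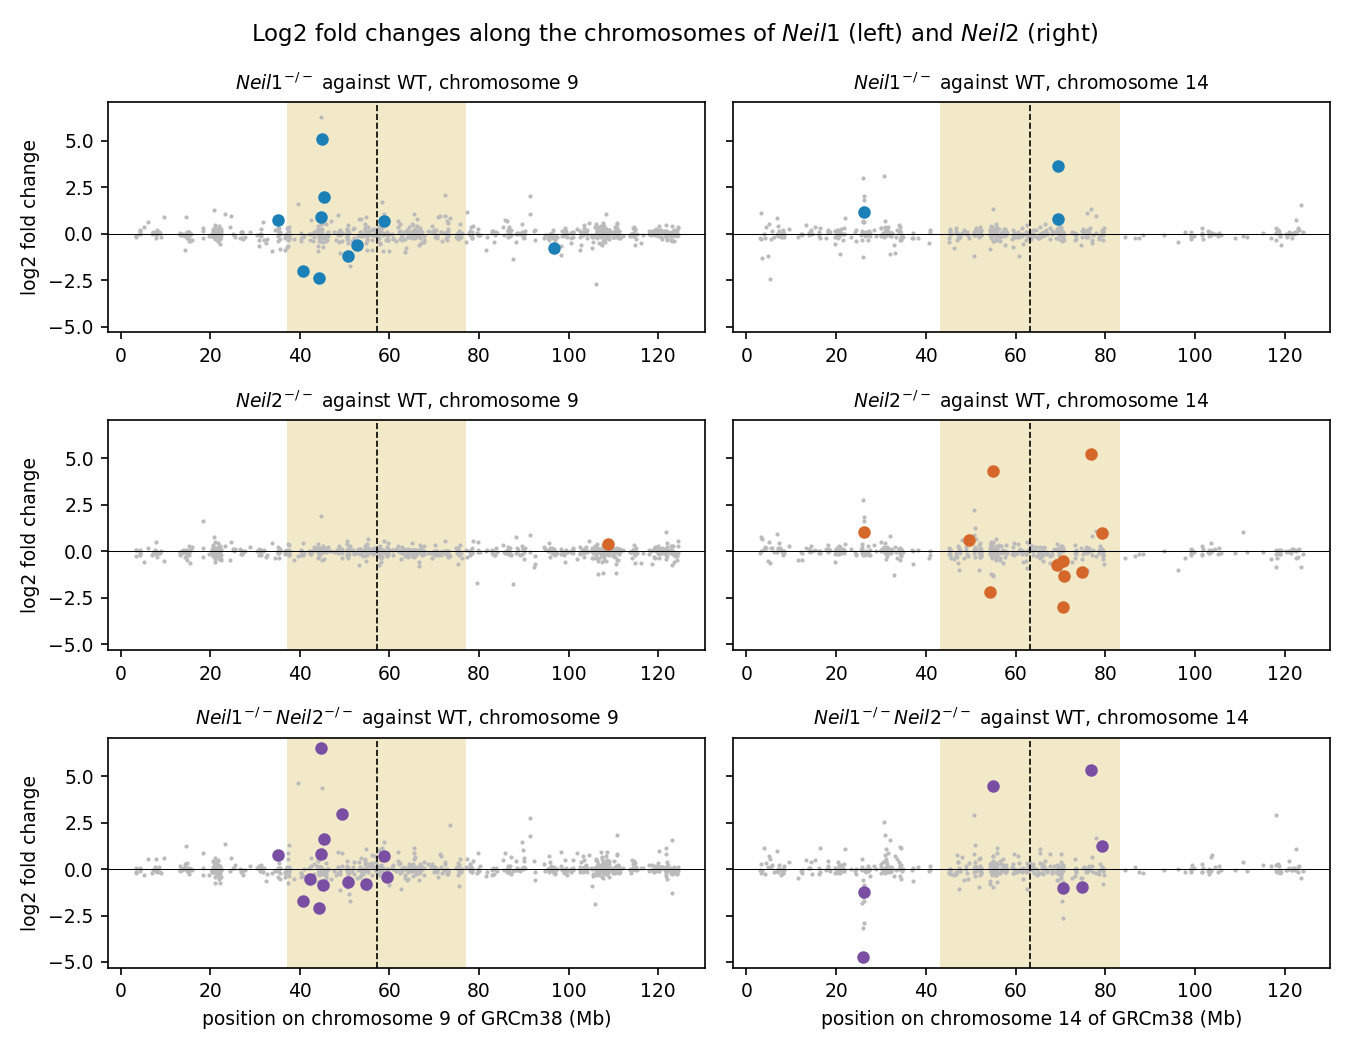
Log2 fold change against WT (y axis) of the tested genes along chromosomes 9 (left) and 14 (right) of GRCm38 in Mb (x axis), for each knockout; colored points passed the test, grey points did not, the dashed line marks the targeted gene and the band 20 Mb on either side. In *Neil1*-/- mice 8 and in *Neil1*-/-*Neil2*-/- mice 12 colored points lie in the band around *Neil1*, and in *Neil2*-/- mice 0.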

The top10 downregulated genes in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice largely overlapped with those of *Neil1*^*−/−*^ mice, whereas upregulated genes overlapped mainly with those of *Neil2*^*−/−*^ mice (Fig. 4f). Among the up- and downregulated DEGs we identified four genes as immediately relevant to synaptic function according to their QuickGO annotation^40^ (Fig. 4f). While three of them (Npbwr1, Htr3a and Fxyd2) play a role in a very specific subset of receptor systems and synaptic membrane elements, Npas4 is a well-characterized master regulator of inhibitory synapse development^41^. 

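Fxyd2, which encodes a regulatory subunit of the sodium pump, rose from 8.00 ± 1.43 CPM (SD, n = 3) in WT to 31.3 ± 0.434 (SD, n = 2) in *Neil1*-/- and 24.8 ± 4.00 (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice. It was at 8.34 ± 0.644 (SD, n = 3) in *Neil2*-/- mice. Htr3a, a subunit of the ionotropic serotonin receptor, was at 4.68 ± 1.06 CPM in WT, 2.24 ± 0.459 in *Neil1*-/-, 4.97 ± 0.779 in *Neil2*-/- and 2.16 ± 0.369 in *Neil1*-/-*Neil2*-/- mice. Npbwr1, the receptor of the neuropeptides B and W, was at 3.73 ± 0.802 CPM in WT, 3.14 ± 2.95 in *Neil1*-/-, 1.05 ± 0.485 in *Neil2*-/- and 1.23 ± 0.220 in *Neil1*-/-*Neil2*-/- mice. The log2 fold change of Fxyd2 was 1.96 in *Neil1*-/- (standard error 0.15, adjusted p = 4.69e-05 from edgeR's quasi-likelihood test) and 1.64 in *Neil1*-/-*Neil2*-/- mice (standard error 0.15, adjusted p = 3.05e-04). Htr3a had −1.07 in *Neil1*-/- (standard error 0.26, adjusted p = 0.223 from the same test) and −1.11 in *Neil1*-/-*Neil2*-/- mice (standard error 0.27, adjusted p = 0.126), and both libraries of each genotype lay below every WT library. Over all 10 libraries Htr3a fell with the loss of NEIL1 (log2 fold change −1.13, adjusted p = 0.0169 from the same test). Npbwr1 had −1.82 in *Neil2*-/- (standard error 0.50, adjusted p = 0.231 from the same test) and −1.60 in *Neil1*-/-*Neil2*-/- mice (standard error 0.57, adjusted p = 0.316), with all 3 and both libraries below every WT library. DESeq2 called Htr3a in *Neil1*-/-*Neil2*-/- (adjusted p = 0.0338) and Npbwr1 in *Neil2*-/- mice (adjusted p = 0.0298). Fxyd2 (gene 11936, from 45399709 to 45410278) and Htr3a (gene 15561, from 48899213 to 48911152) lie on chromosome 9 of GRCm38 within 20 Mb of *Neil1*, and Npbwr1 (gene 226304) on chromosome 1 from 5913707 to 5917398.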

The latter was differentially regulated distinctly in *Neil1*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ animals, but not in *Neil2*^*−/−*^ animals, indicating a mainly NEIL1-dependent regulation of this gene (Fig. 4f). 

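Npas4, an activity-induced transcription factor of neurons (gene 225872, chromosome 19 of GRCm38 from 4984353 to 5003439), was at 17.5 ± 4.54 CPM (SD, n = 3) in WT and 10.6 ± 3.69 (SD, n = 2) in *Neil1*-/- mice. It was at 15.3 ± 1.85 (SD, n = 3) in *Neil2*-/- and 7.41 ± 1.27 (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice. Its log2 fold change was −1.23 in *Neil1*-/-*Neil2*-/- mice (standard error 0.25, adjusted p = 0.0673 from edgeR's quasi-likelihood test), and DESeq2 put it past 0.05 (adjusted p = 2.25e-04). In *Neil1*-/- mice it was −0.72 (standard error 0.24, adjusted p = 0.435 from the same test) and in *Neil2*-/- mice −0.20 (standard error 0.21, adjusted p = 0.823). Over all 10 libraries the loss of NEIL1 gave −0.88 (standard error 0.17, adjusted p = 0.0618 from the same test). The difference between *Neil1*-/- and *Neil2*-/- mice was −0.53 (standard error 0.24, adjusted p = 0.253 from the same test), and the interaction of the 2 losses was −0.31 (standard error 0.34, adjusted p = 0.953). Egr3, another transcription factor that activity induces, was at 189 ± 10.3 CPM in WT, 187 ± 10.5 in *Neil1*-/-, 155 ± 10.4 in *Neil2*-/- and 151 ± 13.8 in *Neil1*-/-*Neil2*-/- mice. Over all 10 libraries Egr3 fell with the loss of NEIL2 (log2 fold change −0.29, adjusted p = 0.0195 from the same test), and it lies within 20 Mb of *Neil2*.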

Differences observed in group comparisons were also visible at a single animal level (Fig. 4g). 

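Expressed as z-scores over the 10 libraries, Nr1d1 was at 0.904 and 1.09 in the *Neil1*-/-*Neil2*-/- animals, at 1.27, 0.408 and 0.859 in the *Neil2*-/- animals and at −1.12, −0.367 and −1.12 in the WT animals. Npas4 was at −1.06 and −1.43 in the *Neil1*-/-*Neil2*-/- animals, at −1.12 and −0.0440 in the *Neil1*-/- animals, at 0.455, −0.0296 and 0.722 in the *Neil2*-/- animals and at 1.81, 0.748 and −0.0522 in the WT animals. For Nr1d1 and Nr1d2 each of the 5 animals without NEIL2 was above every WT animal, and for Nr4a2 and Nr4a3 each of the 5 was below. Nr4a1 was below every WT animal in both *Neil1*-/-*Neil2*-/- animals and in 2 of 3 *Neil2*-/- animals, and the *Neil1*-/- animals stood apart from one another, at 2.60 and −0.742. Npas4 was below every WT animal in both *Neil1*-/-*Neil2*-/- animals, in 1 of 2 *Neil1*-/- animals and in none of 3 *Neil2*-/- animals.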

To further thematically cluster the DEGs found in the different genotypes, we performed a gene ontology biological processes enrichment analysis (PANTHER release 2020-07-28, GO database release 2020-07-16, DEGs log2fold(abs) >0.3, p < 0.05). All NEIL-deficient mice showed an enrichment of several GO-terms immediately relevant to central nervous system function (colored GO-terms, Supplementary Fig. 3a–c), further highlighting the relevance of NEIL DNA glycosylases in CA1 transcription regulation. 

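In *Neil1*-/- CA1, none of 21 genes of GABA receptors and the inhibitory postsynapse changed on its own in edgeR or DESeq2, 3 were lower adjusted over the list alone and 8 had an unadjusted p under 0.05. As a list they were lower in limma's camera with a preset correlation (adjusted p = 8.46e-05, adjusted p = 0.23 with an estimated correlation), with a median log2 fold change of −0.15 and a mean of 0.01. Slitrk3, an adhesion protein of inhibitory synapses, was at 125 ± 5.05 CPM in WT (SD, n = 3) and 102 ± 8.55 in *Neil1*-/- mice (SD, n = 2). Slitrk3 differed between *Neil1*-/- and *Neil2*-/- mice (log2 −0.53, adjusted p = 0.0134 from edgeR's quasi-likelihood test). Voltage-gated channels were lower in *Neil1*-/- mice as well, with Kcna4 the 1 of 36 that fell (adjusted p = 0.00148 from camera, adjusted p = 0.827 with an estimated correlation). None of 32 genes of the excitatory postsynaptic density changed in *Neil1*-/- mice in edgeR or DESeq2, and 5 (Abi1, Dlg3, Kalrn, Lrrc7 and Nlgn1) had an unadjusted p under 0.05. This list was lower too (median −0.08, adjusted p = 0.0301 from camera, adjusted p = 0.827 with an estimated correlation). In *Neil2*-/- CA1 the lists of the postsynaptic density, of presynaptic release and of GABA receptors were higher (adjusted p = 0.00664, 0.00664 and 0.025 from camera; adjusted p = 0.734, 0.731 and 0.699 with an estimated correlation). No member of these 3 lists changed in *Neil2*-/- mice in edgeR, and 5, 7 and 5 had an unadjusted p under 0.05. In the same mice endothelial and fibroblast markers were lower and markers of CA2 and CA3 higher as lists (adjusted p = 0.00664, 0.00121 and 0.00664 from camera; adjusted p = 0.734, 0.731 and 0.731 with an estimated correlation). Of the 3 synaptic lists, adjusted over the list alone, Nrgn, which encodes a calmodulin-binding protein, and Dlgap1 were higher and Dlg1 lower, and DESeq2 called Nrgn. Of 28 neuropeptide and receptor genes Npy fell in *Neil2*-/- mice, and 3 were lower adjusted over the list alone (Npy, Cort and Npbwr1). The list was lower (adjusted p = 0.00664 from camera, adjusted p = 0.731 with an estimated correlation). Npy is also a marker of interneurons, whose list was lower in *Neil2*-/- mice with Npy the 1 of 19 called (adjusted p = 0.012 from camera, adjusted p = 0.734 with an estimated correlation). In *Neil1*-/-*Neil2*-/- CA1 presynaptic genes were higher as a list with no member called by edgeR or DESeq2 and 5 at an unadjusted p under 0.05 (adjusted p = 0.0228 from camera, adjusted p = 0.448 with an estimated correlation). In both *Neil1*-/-*Neil2*-/- libraries the means of oligodendrocyte and of striatal markers were above every WT library (adjusted p = 0.311 with an estimated correlation for each list). None of 7 NMDA receptor genes changed in any genotype in edgeR or DESeq2, with Grin2a in *Neil1*-/-, Grin1 in *Neil2*-/- and none in *Neil1*-/-*Neil2*-/- mice at an unadjusted p under 0.05. Grin2a was at 49.8 ± 6.56 CPM in WT and 36.3 ± 0.715 in *Neil1*-/- mice (log2 fold change −0.46, standard error 0.17, adjusted p = 0.498 from edgeR's test). None of 20 AMPA and kainate receptor genes changed either, with 3, 6 and 5 at an unadjusted p under 0.05 and none called by DESeq2. The paper states that terms relevant to central nervous system function were enriched in each genotype, further highlighting the relevance of NEIL DNA glycosylases in CA1 transcription regulation.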

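Among the changed genes, Rgs4 at 163 CPM and Scn2b, a sodium channel subunit gene within 20 Mb of *Neil1*, at 276 CPM in WT lie in the upper quartile of mean expression. It begins at 47.6 CPM over the 18558 genes of the table, and Myh6 at 0.0634 CPM and Npy at 42.7 CPM in WT lie outside it. Of the called genes, 9 of 28 in *Neil1*-/- mice were in this quartile (32.1%, 95% exact interval 15.9% to 52.4%). It was 12 of 42 in *Neil2*-/- mice (28.6%, 15.7% to 44.6%) and 13 of 45 in *Neil1*-/-*Neil2*-/- mice (28.9%, 16.4% to 44.3%). Of all 13982 genes tested 33.2% were in it, and no difference from this share had a p under 0.05 (2-sided Fisher's exact test, p = 1, 0.624 and 0.635). Scn2b fell to 153 ± 13.1 CPM (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice (log2 fold change −0.84, adjusted p = 0.0119 from edgeR's quasi-likelihood test), a call that was lost without *Neil1*-/-*Neil2*-/- replicate 1 (adjusted p = 0.206). With the calls of DESeq2, the paper's tool, the shares were 50.0%, 46.2% and 36.6%, each above the 33.2% of the genes tested. The exact tests above covered edgeR's calls alone, and the shares of DESeq2's calls were not tested. Without WT replicate 2 the share in *Neil1*-/- mice was 15.8%, without WT replicate 1 or *Neil2*-/- replicate 2 or 3 that in *Neil2*-/- mice 17.6%, 17.6% and 13.3%, and without *Neil1*-/-*Neil2*-/- replicate 2 that in *Neil1*-/-*Neil2*-/- mice 16.0%.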

Interestingly, DEGs of *Neil1*^*−/−*^*, Neil2*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice showed enrichment for high-expressed genes (48%, 41% and 45%, respectively), as represented by the number of DEGs in the 75% upper quartile of all sequenced genes. In contrast, less than 1.5% of DEGs in the mutant mice were low-expressed genes as demonstrated by the number of DEGs in the 25% lower quartile of all sequenced genes (Supplementary Fig. 5).

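The lower quartile of the table ends at 0.328 CPM, and 0 of 28 called genes in *Neil1*-/-, 0 of 42 in *Neil2*-/- and 1 of 45 in *Neil1*-/-*Neil2*-/- mice were in it. These are shares of 0% (95% exact interval up to 12.3%), 0% (up to 8.41%) and 2.22% (0.0562% to 11.8%). Of the genes tested 0.808% were in it, since genes with few counts were not tested, and 0 of 86, 0 of 158 and 2 of 186 genes called by DESeq2 were. The 1 gene in *Neil1*-/-*Neil2*-/- mice was Treh, which encodes a trehalose-cleaving enzyme and lies near *Neil1*. It was at 0 CPM in WT and 0.539 ± 0.00557 (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice, at least 11.3-fold higher with a floor of 3 counts over the WT group. Counted over the tested genes alone, whose lower quartile ends at 5.06 CPM and upper quartile begins at 67.0 CPM, 25.0%, 19.0% and 28.9% of the called genes were in the lower. In the upper were 10.7%, 16.7% and 11.1%, against 25.0% of the genes tested (2-sided Fisher's exact test, p = 0.0842, 0.283 and 0.0367). Of DESeq2's calls 38.4%, 37.3% and 24.7% were in it.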

**Fig. 4:**
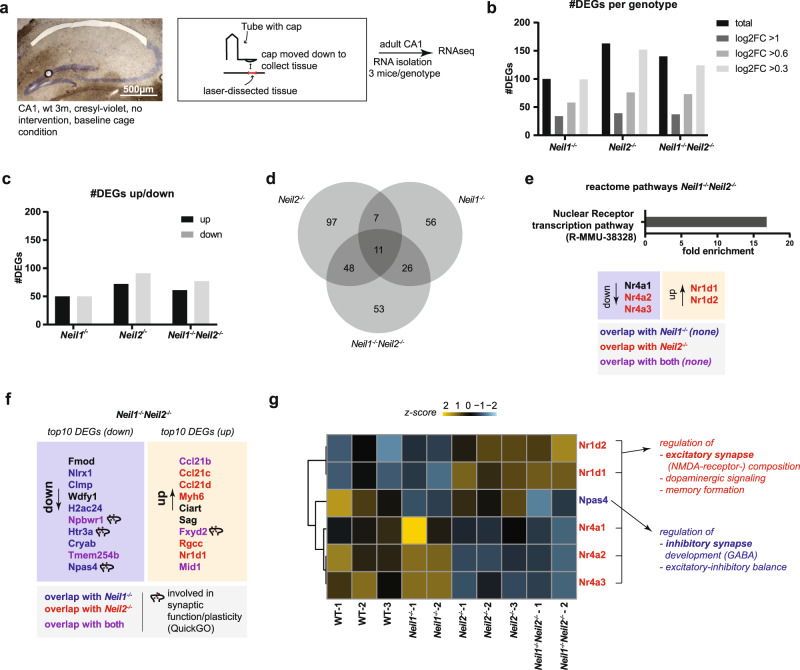
NEIL1 and NEIL2 jointly affect the CA1 transcriptome. **a** Tissue used for RNAseq was isolated using a laser dissection approach (see Methods for details). **b** Amount of DEGs found for each genotype (based on pooled data from three (WT and *Neil2*^−/−^) or two (﻿*Neil1*^−/−﻿^ and *Neil1*^−/−^*Neil2*^−/−^﻿) mice, see also Supplementary Fig. 3). DEGs above each log2fold cut-off are displayed in different shades of grey. **c** Up- and downregulated genes for each mutant. **d** Overlapping DEGs between single and double knockouts. **e** Enriched reactome-pathway, R-MMU-38328 (fold enrichment 19.72, FDR 1.19e-02), and corresponding DEGs in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice. Overlap with *Neil1*^*−/−*^ or *Neil2*^*−/−*^ mice is indicated. **f** top10 down- and upregulated DEGs in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice. (Npas4: −1.12 log2fold). Overlap with *Neil1*^*−/−*^ or *Neil2*^*−/−*^ mice is indicated. **g** Expression of relevant DEGs at a single animal level (z-score table based on FPKMs). Thematic relevance of DEGs in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice is shown to the right.

### Altered synaptic composition in *Neil2*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice

Based on the transcriptome results showing differential regulation of factors relevant for synaptic composition, we decided to examine the excitatory and inhibitory transmitter systems within the CA1 subregion of the hippocampal formation by immunohistochemistry. We chose to study the NMDA- and GABA-receptors due to their reciprocal interaction with both Npas4 and Nr4a-isoforms and their previously shown association with NEIL-deficiency^14^. As a first approximation, we picked an immunohistochemistry-approach looking specifically into the CA1 subregion of the hippocampus of 3–6-month-old male mice (see also Methods and Discussion).

Within the tetrameric structure of the NMDA-receptor complex (Supplementary Fig. 6, illustration), regulatory subunits such as NR2A (GRIN2A) and NR2B (GRIN2B) determine the receptor’s electrophysiological properties and are seen as important mediators of synaptic plasticity^42^. We therefore primarily examined these two subunits of the NMDA receptor. Across SP, we found significantly reduced NR2A-reactivity in *Neil2*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice compared to WT (Supplementary Fig. 6a). NR2A reactivity was also significantly lower within SO in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice compared to WT (Supplementary Fig. 6a). As for the NR2B subunit, reduced reactivity was observed across SP of *Neil2*^*−/−*^ mice only (Supplementary Fig. 6b). A low NR2A/NR2B-ratio has previously been reported to enhance both memory formation^43^ and LTP^44^. We observed a significantly reduced NR2A/NR2B ratio exclusively in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice, with the most prominent reduction across SO (SO, Δ2.558; SR, Δ1.685; SP, Δ1.053) (Supplementary Fig. 6c), the region that showed significantly reduced axonal activation (Fig. 3f).

Npas4 has been shown to coordinate inhibitory signaling via the GABA-A-receptor, both in vitro and in vivo^45,46^. We chose to examine specifically the GABA-A-receptor alpha2 subunit (GABRA2) as it is involved in anxiety regulation via distinct intrahippocampal circuits^47^. As for NR2A (Supplementary Fig. 6a), the GABRA2-reactivity was significantly reduced in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice compared to WT mice across SP (Supplementary Fig. 7a). In the *Neil1*^*−/−*^ and *Neil2*^*−/−*^ mice we observed a tendency to reduction in SP; however, this was not statistically significant (Supplementary Fig. 7a). While the expression of NR2A across SO and SR of *Neil2*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice showed a similar tendency to reduction as in SP (Supplementary Fig. 6a), the differences were less conclusive for GABRA2 in SO and SR (Supplementary Fig. 7a).

Next, we examined the expression of Postsynaptic density-95 (PSD-95), an abundant postsynaptic scaffolding protein associated with the NMDA-receptor complex^48^. In line with reduced absolute levels of NR2A in SP of *Neil2*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice (Supplementary Fig. 6a) and NR2B in SP of *Neil2*^*−/−*^ mice (Supplementary Fig. 6b), we found a tendency to reduced PSD-95 immunoreactivity in SP in both mutants (P = 0.0762 and 0.0983, respectively) (Supplementary Fig. 7b).

In sum, these results could point to a potential instability of NMDA-receptor architecture within the postsynaptic compartment in the context of NEIL1/NEIL2 deficiency (for limitations of this approach, see discussion).

## Discussion

The current study revealed an altered behavioral phenotype in mice deficient in both the NEIL1 and NEIL2 DNA glycosylases, shown as increased locomotor activity in the OF test and the EZM, reduced anxiety in the EZM, and improved learning ability in the MWM test. We have previously reported similar observations in *Ogg1*^*−/−*^*Mutyh*^*−/−*^ mice. However, in the *Ogg1*^*−/−*^*Mutyh*^*−/−*^ mice, learning was impaired^16^. Further, we recently demonstrated that mice carrying one deficient allele of *Ogg1* exhibited poorer early-phase learning performance than WT mice using the Barnes maze, and that it was restored when the mice were subjected to oxidative stress by X-ray irradiation^49^. Inactivation of NEIL3 DNA glycosylase induced an anxiolytic effect and a tendency to impaired learning in mice, however, without increased locomotor activity^14^. In contrast, overexpression of the repair gene hMTH1, preventing 8-oxoG accumulation in the brain, also reduced anxiety in mice without an increase in activity level^50^. Thus, it appears that DNA glycosylases affect processes involved in behavior and cognition in distinct ways. Canugovi and coworkers previously reported similar learning ability, but defects in short-term spatial memory retention in NEIL1-deficient mice^23^. Correspondingly, no learning defects were observed in our NEIL1-deficient mice; however, memory was not affected either. A possible explanation to this discrepancy could be that the mice used in the present study were younger (6 months) than the mice tested by Canugovi and colleagues (9–33 months). Further, we have previously shown that *Neil1* mRNA expression increases with age in mouse brains^29^, suggesting that NEIL1 could be important for cognitive functions at a later stage than we have explored here. It may be argued that comparing mutant mice to control mice that are not littermates, could affect the outcome of the behavioral tests. However, since all lines were backcrossed onto the same background as control mice (C57BL/6 N), breeding of separate lines should not affect the results notably. The increased weight observed in *Neil1*^*−/−*^ mice, but not in *Neil2*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice, could indicate that inactivation of *Neil2* rescues the weight phenotype observed in the *Neil1*^*−/−*^ mice, or it could be due to variable penetrance of the metabolic phenotype observed in the *Neil1*^*−/−*^ mice^32^. Since *Neil1*^*−/−*^ and *Neil2*^*−/−*^ mice show similar behavior, regardless of the weight differences, metabolic function and health status in *Neil1*^*−/−*^ mice is unlikely to have an impact on behavior.

NEIL DNA glycosylases are assumed to be important for genome maintenance by preventing the accumulation of oxidative DNA damage. It is therefore reasonable to expect increased levels of oxidative base lesions and possibly mutations when these enzymes are lacking. In line with this, elevated levels of FapyA lesions, but not FapyG or 8-oxoG, were detected in brains from adult (9–22 months) NEIL1 KO mice^51^. NEIL2 KO mice have also been shown to accumulate oxidized DNA bases in various organs, including the brain, but mainly in transcribed regions^33^. In the present study, accumulation of hippocampal DNA damage was not detected in any of the DNA glycosylase-deficient strains studied and RNA sequencing analysis did not reveal any compensatory upregulation of other DNA glycosylases in CA1 of the hippocampus. Further, only a modest increase in DNA variants in NEIL-deficient hippocampi was found. Although a slightly higher number of variants were detected in the double mutant compared to the single mutants, the number is too small (< 2500 per genome) for the double mutant to be characterized as a hypermutator. Similar observations were made in the spleen, liver, and kidney of NEIL1/NEIL2-deficient mice, which showed neither increased mutation frequencies nor cancer predisposition under normal physiology^34^. Further, no global increase in 8-oxoG levels was detected in the hippocampus or hypothalamus of mice deficient in both the OGG1 and MUTYH DNA glycosylases^16^. Thus, impaired or reduced global (canonical) repair of oxidized DNA bases in brain regions involved in cognition is not likely to explain the altered behavioral phenotypes observed in DNA glycosylase-deficient mice. Intriguingly, *Neil2*^*−/−*^ and *Neil1*^*−/−*^*Neil2*^*−/−*^ mice showed reduced levels of DNA damage in the hippocampus. If NEIL2 plays a role in chromatin modulation, the NEIL2-deficient mice may contain more heterochromatin. Thus, we may speculate that reduced DNA damage is caused by a putative role of NEIL2 in processes making the chromatin more accessible to strand breaks.

We recently reported that transcriptional changes in the hippocampus of mice lacking OGG1 and MUTYH DNA glycosylases could be an underlying cause of the altered behavioral phenotype observed^16^. Further, in *Ogg1*^*+/-*^ hippocampus, the expression of three of 35 genes investigated was correlated to spatial learning in the Barnes maze^49^. Thus, to begin to elucidate the mechanisms behind the behavioral alterations observed in the present study, we looked for changes in the hippocampal CA1 transcriptome. NEIL DNA glycosylases have previously been suggested to be involved in gene regulation by repairing preferentially transcribed genes and quadruplex DNA in promoter regions^33,52^. In support of this, our RNA sequencing followed by transcriptome analysis revealed that in particular, highly expressed genes show differentially expression upon loss of NEIL DNA glycosylases. Notably, DEGs within the CA1 pyramidal layer of NEIL1/NEIL2-deficient mice referred to genes highly relevant for behavior, synaptic composition and function. Loss of NEIL2 appears to specifically affect Nr4a orphan receptors, with all three isoforms downregulated in *Neil1*^*−/−*^*Neil2*^*−/−*^ mice, and largely overlapping with *Neil2*^*−/−*^ mice. Consequently, DEGs in *Neil1*^*−/−*^*Neil2*^*−/−*^ were significantly enriched in the nuclear receptor signaling pathway. In CA1, the nuclear receptor signaling pathway is particularly important for regulating excitatory synapse composition^53^, dopaminergic signaling and, in general, processes of memory formation^54^. Nr4a1 (Nur77), whose function is enhanced when it forms heterodimers with Nr4a2 (Nurr1)^55^, interacts reciprocally with (excitatory) NMDA-receptor signaling. It regulates spine density and excitatory synapse distribution, especially at distal dendritic compartments^53^. Further, reduced expression of Nr4a2 has previously been linked to a hyperactive behavior phenotype in mice^56,57^. This indicates a mechanistically relevant impact of NEIL1 and NEIL2 on these receptors to modulate adaptive behavior. As another example of NEIL1 and NEIL2 interacting with gene expression relevant for synaptic composition and function, we observed Npas4 to be downregulated both in *Neil1*^*−/−*^*Neil2*^*−/−*^ and *Neil1*^*−/−*^ animals. Npas4 is prominently involved in regulating the excitatory-inhibitory balance within neural circuits^41^, with a particular relevance for GABAergic (inhibitory) signaling^45^. In sum, this suggests that NEIL1 and NEIL2 glycosylases jointly affect the expression of genes relevant for synaptic composition and function, with NEIL2 being prominently involved in nuclear receptor signaling and NEIL1 mainly involved in Npas4-regulation.

With Npas4 being a regulator in excitatory-inhibitory balance and Nr4a receptors interacting directly with the NMDA-receptor, we further examined the expression of the NMDA-receptor in the context of NEIL-deficiency by immunohistochemistry. Here, we focused on the regulatory subunits NR2A and NR2B due to their eminent role in determining the receptor’s electrophysiological properties as well as its relevance in behavior and pathophysiology^42^. The results we present here point to a potentially reduced NR2A/NR2B ratio in NEIL1/NEIL2-deficient mice compared to WT, which constitutes a further refinement of previously reported altered NMDA-receptor composition^14^. This may partly explain the behavioral phenotype of improved spatial learning in NEIL1/NEIL2-deficient mice, since recent findings suggest a low NR2A/NR2B ratio to be associated with improved memory acquisition performance^43^ and enhanced LTP^44^. However, we need to point out that our approach bears certain limitations requiring further studies to confirm the observations we report here: While we chose a highly subregion-specific approach with a fluorescent immunosignal-based quantification selectively within the regions of interest (see Methods), we cannot present subregion-specific data at a protein level confirming these results. Thus, we chose to present the immunohistochemistry data as part of the Supplementary Material (Supplementary Fig. 6). Confirmation of results could be done e.g. with a mass spectrometry approach looking specifically into CA1-SP laser dissectates; however, this is beyond the scope of this study.

The coupling between LTP in CA1 and spatial reference memory in the MWM has been questioned in recent studies^11,58,59^. Thus, the unaltered LTP in the *Neil1*^*−/−*^*Neil2*^*−/−*^ mice does not necessarily contradict the improved learning. While we did not observe differences in LTP, *Neil1*^*-/-*^*Neil2*^*−/−*^ mice displayed electrophysiological changes in form of decreased axonal activation in SO of the hippocampal CA1 subregion. However, these differences were observed for one specific prevolley amplitude only. Nonetheless, we think that this may point to a reduced number of afferent fibers in SO. Interestingly, recent evidence suggests that the inhibition of heterogeneously tuned excitatory afferent input to CA1 is beneficial for spatial coding^60^. One could therefore speculate that a decrease in afferent fiber density may cause reduced excitatory input to CA1 in the context of NEIL1/NEIL2 deficiency, sufficient for improved spatial coding, at least in the very general spatial learning context of a MWM. However, spatial information coding is distinctly a network task involving all hippocampal subfields as well as the entorhinal cortex^61^. Our study only examines the, albeit very important, CA1 subfield in detail and the behavioral read-out used for this study do not permit conclusions about more refined elements of spatial coding such as pattern completion.

Throughout our study, we used robust and strict statistical approaches and we do think that our experiments were sufficiently powered to draw the conclusions we present in this manuscript (see considerations on a priori/post-hoc power analyses in Methods). Yet, our RNAseq approach relied on a relatively small sample size (*n* = 3) due to the technically challenging, time- and cost-intensive experimental approach. The statistical approach we used to analyze our RNAseq data takes this into account (DESeq2, see Methods), thereby allowing to draw conclusions with a reasonable reliability. We recommend nonetheless that future studies looking into the behavioral, electrophysiological and biomolecular description of new transgenic mouse models in DNA repair anticipate a high data variance, as observed e. g. in Fig. 1, and take this into account in a priori power calculations.

Recently, NEIL1 was identified as a potential reader of oxidized cytosine derivatives, and both NEIL1 and NEIL2 were suggested to potentially cause gene reactivation by an alternative BER pathway for DNA methylation^62,63^. Furthermore, both proteins were shown to promote substrate turnover by TDG (Thymine-DNA glycosylase) during DNA demethylation^64^. This suggests a role in gene regulation, possibly involving epigenetics^64,65^. In light of this, the behavioral phenotype observed in NEIL1/NEIL2-deficient mice does not seem to be caused by impaired canonical repair of oxidative base lesions. Instead, our results point to a NEIL1/NEIL2-dependent regulation of synaptic factors both at RNA and protein level that is not explained by the enzymes’ function in DNA repair, but rather their noncanonical contribution to gene regulation.

## Methods

### Experimental model and subject details

All experiments were approved by the Norwegian Animal Research Authority and conducted in accordance with the laws and regulations controlling experimental procedures in live animals in Norway and the European Union’s Directive 2010/63/EU. NEIL1 KO (*Neil1*^*−/−*^), NEIL2 KO (*Neil2*^*−/−*^) and NEIL1/NEIL2 DKO (*Neil1*^*−/−*^*Neil2*^*−/−*^) mouse models generated previously in our lab^34^, were used throughout the study. The three mutant lines, all backcrossed for at least eight generations onto the C57BL/6 N background, were bred separately to obtain mice for experiments and C57BL/6 N mice were included as WT controls. Of note, breeding of separate lines reduces the number of mice needed for experiments and is in agreement with general practice, as long as the mice are backcrossed onto the same background as control mice (https://www.jax.org/jax-mice-and-services/customer-support/technical-support/breeding-and-husbandry-support/considerations-for-choosing-controls). The mice were housed and bred in a 12-h-light/dark cycle at the Department of Comparative Medicine, Oslo University Hospital, Rikshospitalet, Norway, or the Comparative Medicine Core Facility, NTNU, Trondheim, Norway, with food and water *ad libitum*. The mice were housed with their littermates (max five in each cage). Throughout the study we have used male mice aged 3 to 6 months. This age group is usually referred to as mature adult and consists of mice that are past development, but not yet affected by senescence^66^. It is a relatively homogeneous group when it comes to the parameters we have investigated in the present study^67,68^. Specific age is stated in respective methods and results sections. Different cohorts of mice were used in each experiment, except for in behavioral studies where some of the mice were used in all three tests.

### Behavioral studies

Behavioral studies were performed on 6-month-old mice^16^. The mice were subjected to the behavioral tests in the following order: Open Field Maze (OFM), Elevated Zero Maze (EZM) and Morris Water Maze (MWM). The same mice were used in all three tests, however, in the OF and EZM more mice were included, as these tests are less time consuming than the MWM. The mice subjected to the MWM were weighed after the last probe test. The OF test^69^ monitoring general locomotor activity was conducted in an arena measuring L40 cm x W40 cm x H35 cm, where the middle of the arena, L20 cm x W20 cm, was defined as the center area zone. Mice were allowed to explore freely for 45 min. The EZM task^70^ measuring activity and anxiety, was conducted on a circular runway 60 cm above the floor with four alternating open and closed areas. The mice were placed on the maze facing a closed area and allowed 5 min for exploration of the apparatus. An open area entry was defined as 85% of the mouse being inside an open area. Learning and memory were monitored using the MWM^71^. Testing was carried out in a white circular pool, 120 cm in diameter and filled 2/3 with white, opaque water (SikaLatex liquid, Sika, Norway) kept at 22 ± 1 °C. Using visual cues, the mice learned to find a hidden escape platform, 11 cm in diameter and located at a fixed position 0.5–1.0 cm below the water surface, during repeated daily sessions (days 1–4). The mice were released in the water facing the wall of the pool at four fixed positions in a pseudorandom sequence and given a maximum of 60 s to locate the hidden platform. Each mouse had eight trials each day in the training period, four in the morning and four in the afternoon. After each block (four trials) the mouse was placed in a heated cage to dry before being returned to the home cage. On days 5 and 12, each mouse was subjected to a single retention trial of 60 sec (probe test) to test spatial memory. During retention trials, the escape platform was submerged to the bottom of the pool. A spatial bias for the target quadrant constitutes evidence for spatial memory. During all three behavioral tests, positions of the mice were tracked and stored by using ANY-maze video tracking system (Stoelting, IL, USA).

### DNA damage analysis

*HPLC-MS/MS analysis*. DNA was isolated from hippocampi of 4–6-month-old WT and NEIL-deficient male mice using DNeasy Blood and Tissue kit (Qiagen, cat. no. 80004), according to manufacturer’s protocol. Two µg of genomic DNA was enzymatically hydrolyzed to deoxyribonucleosides by incubation in a mixture of benzonase (Santa Cruz Biotechnology, sc-391121B), nuclease P1 from *Penicillium citrinum* (Sigma, N8630), and alkaline phosphatase from *E. coli* (Sigma-Aldrich, P5931) in 10 mM ammonium acetate, pH 6.0, 1 mM magnesium chloride buffer at 40 °C for 40 min. Three volume equivalents of ice-cold acetonitrile were added to the reactions after digestion was completed to precipitate proteineous contaminants. Following centrifugation at 16000 × *g* at 4 °C for 40 min, the supernatants were collected in new tubes and dried under vacuum at room temperature. The resulting residues were dissolved in water for HPLC-MS/MS. Chromatographic separation was performed using a Shimadzu Prominence LC-20AD HPLC system with an Ascentis Express C18 2.7 µm 150 ×2.1 mm i.d. column equipped with an Ascentis Express Cartridge Guard Column (Supelco Analytical, Bellefonte, PA, USA) with EXP Titanium Hybrid Ferrule (Optimize Technologies Inc.). For analysis of unmodified nucleosides the following conditions were applied: isocratic flow consisting of 75% A (0.1 % formic acid in water) and 25% B (0.1 % formic acid in methanol) at 0.16 ml/min, 40 °C. For analysis of 5-ohC: 0.14 ml/min flow starting with 5% B for 0.5 min, followed with a gradient of 5–45% B for 7.5 min, finishing with re-equilibration with 5% B for 5.5 min. Online mass spectrometry detection was performed using an Applied Biosystems/MDS Sciex API5000 Triple quadrupole mass spectrometer (ABsciex, Toronto, Canada), operating in positive electrospray ionization mode. The deoxyribonucleosides were monitored by multiple reaction monitoring using the following mass transitions (m/z): 252.1 → 136.1 (dA), 228.1 → 112.1 (dC), 268.1 → 152.1 (dG), 243.1 → 127.1 (dT), and 244.1 → 128.1 (5-ohdC).

#### Single-cell gel electrophoresis (SCGE) / alkaline comet assay

A modified SCGE / alkaline comet assay was performed as previously described^72^ in a high-throughput format^73^. Six-month-old male mice were sacrificed and the left hippocampus rapidly dissected using a stereomicroscope. The tissue was immediately placed in ice-cold isotonic solution (Merchant’s buffer; 0.14 M NaCl, 1.47 mM KH_2_PO_4_, 2.7 mM KCl, 8.1 mM Na_2_HPO_4_, 10 mM NaEDTA, pH 7.4, containing EDTA to inhibit cleavage of DNA), mechanically minced to obtain a single-cell/nuclei suspension and filtered (100 µm nylon mesh)^74,75^. The single-cell suspensions were counted (Invitrogen Countess^TM^) and diluted to densities appropriate for SCGE (1 × 10^6^ cells/ml). Cell suspensions were mixed 1:10 with 0.75% Low Melting Point agarose (Gibco BRL 5517US) in PBS, pH 7.4, w/o calcium and magnesium, with 10 mM Na_2_EDTA, to a final agarose concentration of 0.67%. Aliquots of the cell/agarose mixture were instantly added to cold polyester films (GelBond^®^). Solidified gels were immediately immersed in lysis solution (2.5 M NaCl, 0.1 mM EDTA, 10 mM Tris, 1% Sodium Lauryl Sarcosinate, with 1 ml Triton X-100 and 10 ml DMSO per 100 ml solution). After lysis at 4 °C overnight, films were washed 1 × 10 min and 1 × 50 min in cold enzyme buffer (40 mM HEPES, 0,1 M KCl, 0,5 mM EDTA, pH 8.0) at 4 °C prior to enzyme treatment. To detect oxidative DNA base lesions, we used the well-characterized *E. coli* DNA repair enzyme, Formamidopyrimidine DNA glycosylase (Fpg), as previously described^72,76–82^. Fpg (1 µg/ml) and BSA (0.2 mg/ml) were added to prewarmed enzyme buffer, in which films were immersed and incubated for 1 h at 37 °C. Control films were treated similarly, but with enzyme buffer only (no Fpg added). The Fpg-concentration was optimized based on titration experiments with a photoactivated drug (Ro12-9786) plus cold visible light. After enzyme incubation, films were immersed in cold electrophoresis solution (0.3 M NaOH, 0.1 M EDTA, > pH 13.2) for 5 min + 35 min for unwinding, and electrophoresis was carried out for 25 min at 8–10 °C. The voltage potential was 0.80–0.90 V/cm across the stage. Subsequently, films were neutralized in Tris-buffer (0.4 M Tris, pH to 7.5) for 2 × 5 min, rinsed in dH_2_O, fixed in 96% EtOH for 1.5 h, and dried overnight. Films were rehydrated for 20 min at room temperature in TE-buffer pH 7.5, containing 10,000 × diluted SYBRGold stain (Molecular Probes), under gentle shaking. The films were rinsed in dH_2_O and covered with large coverslips (80 × 120 mm, thickness no.1, VWR International AS, Oslo, Norway). Imaging was performed with an epi-fluorescence microscope (Olympus BX51). Semiautomated scoring of 50 comet tails per gel was done with “Comet assay IV” software (Perceptive Instruments Ltd, UK). A cell exhibiting 0% tail intensity has no DNA in the tail, and hence no detectable DNA damage under the conditions used. Increasing fluorescence in the tail vs the head of the comet indicates increasing DNA damage levels, up to a level of 100%, where the entire DNA is present in the tail. The median comet tail intensity per sample (50 comets × 3 replicate gels scored) was used to calculate the mean values per genotype. Net Fpg-sensitive sites were calculated by subtracting the median comet tail intensity for samples incubated without Fpg from those treated with Fpg.

#### PCR-based DNA damage detection

Hippocampal DNA damage levels were quantified by using a restriction enzyme-based qPCR method^83^. Briefly, DNA damage in a TaqI-sensitive restriction site will result in altered cutting frequency of the DNA, which ultimately will affect PCR amplification of a target sequence spanning the restriction site. Total genomic DNA was isolated from the hippocampus of 6-month-old male mice using the DNeasy Blood and Tissue kit according to manufacturer’s protocol (Qiagen, cat. no. 80004). 30 ng of DNA was subjected to *Taq*^α^I restriction enzyme digestion followed by qPCR amplification of a target sequence in the *Gapdh* gene. The *Gapdh* gene is used because it is transcriptionally active and thus, easily accessible for damage induction, but also repair. Relative amounts of PCR products, reflecting the level of damage in each sample, were calculated by using the comparative ΔCT method. Primers: *Gapdh* forward, 5′cttcaacagcaactcccact and reverse, 5′aaaagtcaggtttcccatcc.

### DNA mutation analysis

#### Whole-genome deep sequencing

For each genotype, hippocampal genomic DNA from four 6-month-old male mice was isolated using DNeasy Blood and Tissue Kit (Qiagen, cat. no. 80004), pooled and sent to BGI Tech Solutions, Hong Kong, for whole-genome sequencing, including library construction and HighSeq4000 sequencing.

#### Identification of strain-dependent genetic variations

We identified SNPs and insertions/deletions (InDels) individually for mutant and WT samples. Specifically, the adapter sequence in the raw data was removed, and low-quality reads which had too many Ns (>10%) or low-quality score (<5) was discarded. The remaining reads were aligned to the mouse reference sequence (mm10) using the Burrows-Wheeler Aligner (BWA)^84^. The alignment information was stored in BAM format files, which was further processed by fixing mate-pair information, adding read group information and marking duplicate reads caused by polymerase chain reaction artefacts. The variant calling steps included SNPs detected by SOAPsnp^85^ and small InDels detected by Samtools/GATK^86^. In GATK, the caller *UnifiedGenotyper* was used with the parameters *stand_call_conf* set to 50 and *stand_emit_conf* set to 10. Hard filtering was applied to get variant results of higher confidence. To identify strain-dependent genetic variation—i.e., variants inherited from the 129 strain and not completely lost through back-crossing with the C57BL/6 N strain—SNP and InDel data were loaded into the genome browser *SeqMonk* (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) for further inspection. We defined 129-specific regions as having more than 50 detected SNPs or InDels per 600 kB bases and used this as a criterion in the “Read Count Quantitation using all Reads” probe extraction method in *SeqMonk*. Individual regions satisfying this criterion were extracted and consecutive regions within the genome were joined to form the final 129-dependent regions. We confirmed enrichment of 129-dependent genetic variants within each region by identifying the SNPs that were present in dbSNP (build 137) and counting the number of times the SNP genotype matched the annotated 129 (129P2/OlaHsd, 129S1/SvImJ, or 129S5SvEv strains) or black 6 (C57BL/6NJ strain) genotypes.

#### Identification of mutations in NEIL-deficient hippocampi

Reads were filtered and aligned to the mouse genome as described above, and alignments were preprocessed according to GATK Best Practices recommendations^87^ using GATK version 3.5, including local realignment around InDels and recalibration of quality scores. For calling we used the MUTECT2 variant caller^88^, with KOs as case and WT as control. Briefly, MUTECT2 identifies variants that are present in the case sample but are absent in the control sample and where the difference is unlikely due to sequencing errors. We used MUTECT2 default parameters, which include rejecting candidates that in the control sample have (i) supporting reads numbering ≥ 2 or constituting ≥ 3% of the total reads (i.e., <34 total reads) and (ii) their quality scores sums to >20. We used snpEff^89^ and SnpSift^90^ to annotate all SNPs and InDels found and discarded SNPs and InDels overlapping the 129-specific intervals for each sample.

### Electrophysiology

#### Slice/Sample preparation

Adult (4-month-old) WT and *Neil1*^*−/−*^*Neil2*^*−/−*^ male mice were sacrificed with Suprane (Baxter) and the brains removed. Transverse slices (400 μm) were cut from the middle and dorsal portion of each hippocampus with a vibroslicer (Leica VT 1200) in artificial cerebrospinal fluid (ACSF, 4 °C, bubbled with 95% O_2_–5% CO_2_) containing (in mM): 124 NaCl, 2 KCl, 1.25 KH_2_PO_4_, 2 MgSO_4_, 1 CaCl_2_, 26 NaHCO_3_ and 12 glucose. Slices were placed in an interface chamber exposed to humidified gas at 28–32 °C and perfused with ACSF (pH 7.3) containing 2 mM CaCl_2_ for at least 1 h prior to the experiments. In some of the experiments, DL-2-amino-5-phosphopentanoic acid (AP5, 50uM; Sigma-Aldrich, Oslo, Norway) was added to the ACSF in order to block NMDA-receptor-mediated synaptic plasticity.

#### Synaptic transmission, synaptic excitability and paired-pulse facilitation

Orthodromic synaptic stimuli (<300 µA, 0.1 Hz) were delivered through tungsten electrodes (0.1 MOhm WPI, USA) placed in the middle of either SR or SO of the hippocampal CA1 region. The presynaptic volley and the field excitatory postsynaptic potential (fEPSP) were recorded by a glass electrode (filled with ACSF) placed in the corresponding synaptic layer (separated approximately 200 µm from the stimulation electrode) while another electrode placed in the pyramidal cell body layer (SP) monitored the population spike. Following a period of at least 20 min with stable responses, we stimulated the afferent fibers with increasing strength (increasing the stimulus duration in steps of 10 µs from 0 to 90 µs, five consecutive stimulations at each step). Prior to the input/output (I/O), the strength was adjusted so that a population spike appeared in response to 40, 50, or 60 µs in order to define the stimulation/response range. A similar approach was used to elicit paired-pulse responses (50 ms interstimulus interval, the two stimuli being equal in strength). To assess synaptic transmission, we measured the amplitudes of the presynaptic volley and the fEPSP at the different stimulation strengths. During the analysis, care was taken to use extrapolated measurements, which were within the apparently linear part of the I/O curves. Values from individual experiments outside the linear part of the I/O curves (prevolley vs. fEPSP) were omitted when pooling the data. The population spike amplitude was measured as the distance between the maximal population spike amplitude and a line joining the maximum pre- and postspike fEPSP positivities. In order to pool data from the paired-pulse experiments, we selected responses to stimulation strength just below the threshold for eliciting a population spike on the second fEPSP.

#### Long-term potentiation (LTP) of synaptic transmission

Orthodromic synaptic stimuli (50 μs, <300 μA) were delivered alternately through two tungsten electrodes (0.1 MOhm WPI, USA), one situated in the middle of SR and another in the middle of SO of the hippocampal CA1 region close to the CA3 border. Extracellular synaptic responses were monitored by two glass electrodes spaced approximately 200 µm from the stimulation electrode (2–5MOhm filled with ACSF) placed in the corresponding synaptic layers. After obtaining a stable synaptic response in both pathways (0.1 Hz stimulation) for at least 10–15 min, one of the pathways was tetanized (a single 100 Hz tetanization for 1 s, repeated four times at 5 min intervals). As standardization, the stimulation strength used for tetanization was just above the threshold for generation of a population spike in response to a single test shock. Synaptic efficacy was assessed by measuring the slope of the fEPSP in the middle third of its rising phase. Six consecutive responses (1 min) were averaged and normalized to the mean value recorded 1–4 min prior to tetanization. Data were pooled across animals of the same experimental group and pathway and are presented as mean ± SEM. All experiments were done in parallel in two separate electrophysiology setups. One setup was equipped with two Axoclamp2B amplifiers (low pass filtered at 3 kHz) (Molecular Devices, USA), custom-made 10X amplifiers (in house), Digitizer (National Instruments, USA) and custom-made programs for recording and analysis. The other setup was equipped with one Axoclamp2A amplifier (Molecular Devices, USA) and one Bio-logic VF180 (Claix, France) (Both low pass filtered at 3 kHz), custom-made 10X amplifiers (in house), Digitizer (National Instruments, USA), and custom-made programs for recording and analysis.

### Laser capture microdissection and RNA sequence analysis

#### Tissue processing

Mouse brains were isolated from 3–6-month-old male mice without prior perfusion within 150 +/−30 s, mounted onto cryostat sockets (Leica CM3050S, Nussloch, Germany) and frozen in liquid nitrogen immediately. Subsequently, samples were stored in liquid nitrogen until further processing (max. 1 h). Each brain was completely processed the same day according to the workflow described below. Brains were cut in coronal orientation at a thickness of 8 µm using a cryostat (Leica CM3050S, Nussloch, Germany), starting from the onset of the hippocampal formation until the end. The Allen Mouse Brain Atlas (Allen Brain Institute) was used as a refs. ^20–30^. laser dissection membrane slides (Molecular Machines and Industries GmbH, Eching, Germany) with 5–7 brain slices each were collected from each brain. All slides were subsequently used for tissue collection to avoid a collection bias alongside the rostro-caudal axis.

#### Tissue collection

CA1 dissectates were collected using a laser dissection microscope (Molecular Machines and Industries, CellCut on Olympus IX71, Eching, Germany). Only dorsal hippocampus was included in the tissue collection described in the following. The hippocampal CA1 area was identified using the Allen Mouse Brain Atlas as a reference. For each slice, the whole CA1 area was defined manually (see Fig. 4a). We collected 20 CA1 dissectates in one isolation cap (Molecular Machines and Industries GmbH, Eching, Germany) before adding RLT lysis buffer (AllPrep Kit, Qiagen, Hilden, Germany). Samples from one individual were collected the same day. Samples were vortexed shortly and frozen at −80 °C until further processing.

#### RNA extraction

RNA was isolated using the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Samples were briefly vortexed before starting the RNA isolation steps; no additional tissue lysis procedure was performed. RNA samples yielded >280 ng of RNA ( > 5.6 ng/µl in a total eluate of 50 µl) with a RIN value of generally > 7 as determined by Bioanalyzer (Agilent Technologies, Santa Clara, USA).

#### RNAseq

Whole-transcriptome sequencing was done by BGI Group (BGI Genomics Co., Ltd., Hong Kong, China). In brief, the steps were as follows: a) quality control using the Agilent 2100 Bio analyzer (Agilent RNA 6000 Nano Kit, Agilent Technologies, Santa Clara, CA, USA), b) purification of poly-A containing mRNA by poly-T oligo-attached magnetic beads, c) mRNA-fragmentation (divalent cations, high temperature), d) reverse transcription into cDNA, e) Qubit quantification (Thermo Fisher Scientific, Waltham, MA, USA), f) library construction by making a single strand DNA circle (see library construction quality control results, Supplementary Fig. 3h), g) rolling circle replication creating DNA nanoballs (more fluorescent signal during sequencing), h) reading of pair-end reads of 100 bp via BGISEQ-500 platform^91^.

#### RNAseq bioinformatic preprocessing

Bioinformatic processing was in part done by BGI (BGI Genomics Co., Ltd., Hong Kong, China) using the following workflow: a) filtering of low-quality reads using the software SOAPnuke^92^, b) genome mapping with HISAT software^93^, c) transcript reconstruction using StringTie^94^ and reference comparison with Cuffcompare^95^, d) prediction of coding potential with CPC^96^, e) SNP and INDEL detection with GATK^86^, e) reference mapping with Bowtie2^97^, f) calculation of gene expression levels using the RSEM software package^98^, g) hierarchical clustering with hclust in R.

#### Analysis of differential expression

We created the count matrix of integer values and the metadata matrix based on the sequencing results from BGI (un-normalized estimated counts). We next performed a DESeq2 differential gene expression analysis (R version “Dark and Stormy Night” for Windows^99^ comparing between the different genotype groups (n = 3 mice per group; *Neil1*^*−/−*^, *Neil2*^*−/−*^, *Neil1*^*−/−*^*Neil2*^*−/−*^, WT). Low counts were filtered using rowSums function. The alpha parameter of the results function was set to 0.05 and adjusted *p* value was calculated using Benjamini-Hochberg correction for multiple testing (see all DEGs Supplementary Fig. 3d–f). We performed this analysis after prior exploratory data analysis based on the BGI-results, which showed two samples to be clear outliers from the remaining replicates (PCA plot, Supplementary Fig. 3g). These two outliers (red arrows) were excluded from the group comparison analysis (Supplementary Fig. 4, PCA plot without outliers). For the over-representation analysis the online version of PANTHER Classification System release 15.0 was used^100^. We chose a Binomial/FDR multiple testing correction, both for the gene ontology biological processes term enrichment analysis and the reactome-pathway enrichment analysis (Reactom version 73 2020/06/11)^101^. All DEGs log2fold > 0.3 (fold > 1.23) were included in the enrichment analysis (Supplementary Fig. 3d–f).

### Immunohistochemistry

#### Mouse perfusion

Male mice (3–6-month-old) were anesthetized and sacrificed using first isoflurane (Baxter, Oslo, Norway) and subsequently an intraperitoneal, weight-adapted overdose of pentobarbital (>200 mg/kg body weight). Intracardial perfusion was done with 0.9% saline (B.Braun, Melsungen, Germany) and 4% paraformaldehyde in phosphate-buffered saline (PBS). Brains were put into 4% paraformaldehyde/PBS solution for a minimum of 48 h at 4 °C for fixation. We sectioned brains at a thickness of 30 µm using a cryostat (Leica CM3050S, Nussloch, Germany) starting at a medio-lateral depth of 900 µm and continuing until the end of the tissue block. Slices were then stored at 4 °C in a PBS-solution containing 0.05% of Proclin (Merck, Darmstadt, Germany) until further processing.

#### Antibody treatment

Heat-mediated antigen retrieval was performed for 3 min at 99 °C in a 40 mM trisodium citrate (Merck, Darmstadt, Germany) solution, pH 6.0. Specimens were then left to cool down to room temperature inside this solution for another 27 min (30 min total exposure). 5% normal goat serum/bovine serum albumin served as a blocking agent against unspecific binding. We then immediately incubated in primary antibody solution (GABRA2 rabbit polyclonal, 1:1000 dilution, Cat.No.224103, Synaptic Systems, Goettingen, Germany; NR2A rabbit polyclonal, 1:250 dilution, Cat.No. AGC-002, alomone labs, Jerusalem, Israel; NR2B rabbit polyclonal, 1:100 dilution, Cat.No. AGC-003, alomone labs, Jerusalem, Israel; NeuN mouse monoclonal, A40/MAB377, 1:500 dilution, Cat.No. 636574, ThermoFisher, Waltham, MA, USA; PSD-95 rabbit polyclonal, 1:500 dilution, Cat.No. PA585769, ThermoFisher, Waltham, MA, USA) overnight at 4 °C (exception: PSD-95 2 h at room temperature, no antigen retrieval step) under constant shaking at 15 oscillations/min. We generally used Alexa Flour dyes (A488, A555, A647; 1:1000 dilution) as secondary antibodies (Thermo Fisher Scientific, Waltham, MA, USA) and DAPI (Merck, Darmstadt, Germany; 1:5000 dilution) as a non-specific nuclear counter stain.

#### Confocal microscopy

Imaging of stained slices was done using a Zeiss LSM880 confocal microscope. For synaptic markers, a Plan-Apochromat 40x/1.4 Oil DIC M27 objective (Carl Zeiss, Jena, Germany) was used. An imaging square of 700 × 700 µm (x/y 2000pixels of 0.35 µm each) and a z-interval of 0.5 µm was applied. A proximal and a distal imaging square was set within the CA1 region based on NeuN and DAPI stainings as an anatomical orientation (center of proximal square set at 0.25x total CA1 length measured from proximal end, center of distal square at 0.75xtotal CA1 length). Results displayed are averaged across proximal and distal squares. For each animal, one medial and one lateral brain slice were analyzed, amounting to a total of 4 imaging squares (2 proximal, 2 distal). With respect to the nested data problem^102^, all statistical analysis was done at an animal level (1 animal = 1 statistical unit). On a sideline, we observed a consistently different NeuN-signal in NEIL2-deficient mice. Tissue quality, immunostaining protocol parameters, background signal and DAPI-counter-staining efficiency was identical in these samples compared to the other genotypes, so that a genotype-specific NeuN-signal appears possible and, while beyond the scope of this manuscript, warrants further investigation.

#### Quantification of immunoreactivity

Imaris 9.3 (Bitplane, Zurich, Switzerland) was used to quantify immunoreactivity. We first created a 3D reconstruction of the whole z-plane dataset. The strata pyramidale/oriens/radiatum were identified as regions of interest using the “surface” tool in Imaris and copied to every z-plane accordingly. Based on the surface selection, a 3D-frame was created and the parameter of interest “masked” according to this frame. The Imaris “Spots Wizard” function was used to identify areas of synaptic reactivity within this masked channel (1 µm spot diameter, background subtraction applied according to local contrast). We then conducted a pilot-experiment for every immunohistochemical marker used, involving typically 4 different images. This was to make sure a biologically relevant signal is captured by the software. Based on this pilot experiment, a selection criterion based on the “quality” (see bitplane.com/imaris) filter in Imaris was defined and kept the same throughout the analysis. Imaris automated background subtraction was done for every specimen analyzed to account for intensity variations despite identical immunohistochemistry and confocal parameters. 2/3 of the region of interest had to be intact (i.e. not damaged by tissue cracks, covered by imaging artefacts etc.) in order to be included in the analysis. One exclusion was made based on this criterion (NR2A immunostaining, wildtype animal). No outlier correction was performed before statistical analysis. No image processing was performed prior to Imaris quantification (raw image data, Zeiss “lsm” file format). Supplementary Fig. 6 shows a background-filtered signal indicating the approximate portion detected by the spot-detection tool.

### Statistics and reproducibility

In Figs. 1b–i, 2b, Supplementary Figs. 1 and 2, statistical evaluation was done by one-way ANOVA followed by Tukey’s multiple comparisons test using GraphPad Prism version 6.07 for Windows (GraphPad Software, La Jolla California USA, www.graphpad.com). Data in Fig. 1j, k–l were analyzed by non-parametric pairwise Wilcoxon rank-sum test, Holm-adjusted, and post-hoc family-wise multiple comparison of means (Tukey Honest Significant Difference), respectively, using R version 3.0.2. In Fig. 2c, the data were analyzed by two-way ANOVA, followed by Sidak’s multiple comparisons test using GraphPad Prism version 8.4. In Fig. 2d–g the MuTect2 (Genome Analysis Toolkit (GATK) toolset) software was used. In Fig. 3, statistical evaluation was done by linear mixed model analysis, using SAS 9.2 (SAS Institute Inc.). For statistical analysis of RNA seq data (Fig. 4 and Supplementary Fig. 3), we refer to the Methods section. Data in Supplementary Figs. 6a, b and 7a were analyzed by two-way ANOVA and in Supplementary Fig. 7b by one-way ANOVA, followed by Tukey’s multiple comparisons, using GraphPad Prism version 8.4. In Supplementary Fig. 6c, multiple t-tests with Holm-Sidak correction, was applied. A p-value < 0.05 was considered significant. The number of replicates and how they are defined are given in respective figure legends.

Regarding statistical power considerations, we based our calculations on a difference in means (immunohistochemistry-experiments) of ca 50% and an SD of about 20%. These approximate assumptions are based on differences in NMDA-receptor subunit reactivity observed in experiments conducted in NEIL3-deficient animals^14^. This resulted in a sample size of minimally 3 per group, ideally 6 per group, depending on the assumed SD. In the experiments presented in this study, we chose a 3 × 2 approach, i.e. 2 brain slices (1 medial, 1 lateral) per animal in a total of three animals per group, which proved to be an efficient strategy in avoiding outliers and accounting for staining differences in the mediolateral brain axis. We stringently paid attention to the nested data problem^102^ and all the immunohistochemistry analyses are based on the assumption that 1 animal is 1 statistical unit. As stated before, we used the DESeq2-tool^99^ to analyze the transcriptome data, which statistically accounts for relatively small sample sizes of n = 3, which are typical in technically challenging experiments as the one presented in this study. As for the behavior and electrophysiology experiments, a priori power calculations proved to be difficult due to limited statistical data in similar transgenic mouse models. However, a post-hoc power calculation using the tool clincalc.com yielded approximate power-values of 80–90% based on *n* = 15–20 and an alpha-value of 0.05 (electrophysiology) and 90–100% based on *n* = 10–43/alpha 0.05 (behavior). Approximate power-ranges are between the group with the highest “n”/lowest variance and the group with the lowest “n”/highest variance. As is the rule in electrophysiology experiments of this type, several brain slices “n” were harvested per individual mouse.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review File

Supplementray Information

Description of additional supplementary files

Supplementary Data 1

Reporting Summary

## Data Availability

The RNA sequence data generated and analyzed during the current study have been deposited in NCBI’s Gene Expression Ominbus^103^, accession number GSE160621. The DNA sequence data have been deposited in European Nucleotide Archive (ENA), accession number PRJEB31108. The figure source data are available in Supplementary Data 1. Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Magnar Bjørås ().

# Supplementary material for: NEIL1 and NEIL2 DNA glycosylases modulate anxiety and learning in a cooperative manner in mice
**Source:** Commun Biol. 2021 Dec 2;4:1354. doi: 10.1038/s42003-021-02864-x
**Supplement:** Supplementary file 3 — Description of additional supplementary files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Figure source data (Fig. 1, 2b-c, 3 and Supplementary Figures 1, 2, 6 and 7)

# Supplementary material for: NEIL1 and NEIL2 DNA glycosylases modulate anxiety and learning in a cooperative manner in mice
**Source:** Commun Biol. 2021 Dec 2;4:1354. doi: 10.1038/s42003-021-02864-x
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA sequence data generated and analyzed during the current study have been deposited in NCBI's Gene Expression Omnibus, accession number GSE160621 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160621>). The DNA sequence data have been deposited in European Nucleotide Archive (ENA), accession number PRJEB31108 (<https://www.ebi.ac.uk/ena/browser/view/PRJEB31108?show=reads>). The figure source data are available in Supplementary Data 1. Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Magnar Bjørås ().

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size was determined based on previous studies in our lab.
Data exclusions	No data were excluded from the analyses.
Replication	Behavioral studies are time consuming and in stead of repeating the experiments, reproducibility was assured by including more animals in one study. For all other experiments attempts of replication were successful.
Randomization	Allocation into groups was determined by the genotypes of the mice.
Blinding	The investigators were not blinded to group allocation during data collection and/or data analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems		Methods	
n/a	Involved in the study	n/a	Involved in the study
☐	☒ Antibodies	☒	☐ ChIP-seq
☒	☐ Eukaryotic cell lines	☒	☐ Flow cytometry
☒	☐ Palaeontology and archaeology	☒	☐ MRI-based neuroimaging
☐	☒ Animals and other organisms		
☒	☐ Human research participants		
☒	☐ Clinical data		
☒	☐ Dual use research of concern		

Antibodies

Antibodies used	Primary antibodies: GABRA2 rabbit polyclonal, Cat.No.224103, Synaptic Systems, Goettingen, Germany); NR2A rabbit polyclonal, Cat.No. AGC-002, alomone labs, Jerusalem, Israel; NR2B rabbit polyclonal, Cat.No. AGC-003, alomone labs, Jerusalem, Israel; NeuN mouse monoclonal, A40/MAB377, Cat.No. 636574, ThermoFisher, Waltham, MA, USA; PSD-95 rabbit polyclonal, Cat.No. PA585769, ThermoFisher, Waltham, MA, USA. Secondary antibodies: Alexa Flour dyes (A488, A555, A647), Thermo Fisher Scientific, Waltham, MA, USA.
Validation	All antibodies used are commercial and validation may be obtained from the vendor's web site.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Mus musculus, C57BL/6N, males, aged 3-6 months, were used.
Wild animals	The study did not involve wild animals.
Field-collected samples	The study did not involve samples collected from the field.
Ethics oversight	All experiments were approved by the Norwegian Animal Research Authority and conducted in accordance with the laws and regulations controlling experimental procedures in live animals in Norway and the European Union's Directive 2010/63/EU.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

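RNA from the CA1 pyramidal layer of the dorsal hippocampus of adult male mice, 3 to 6 months old, was sequenced in 12 libraries of 4 genotypes, 1 library per mouse. The deposited table holds estimated counts per gene that the sequencing company BGI made with RSEM on Bowtie2 alignments to the mouse genome GRCm38; 87.8% of the values are whole numbers, none is negative, and the columns are not scaled to a common total. The submitters also name HISAT, StringTie and GATK, and give no versions. The table has 18558 genes with NCBI gene numbers, of which 18429 were found in the GRCm38 annotation and 129 were not; 13926 of the tested genes have a position.

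Libraries were grouped by the genotype of their deposited label: 3 WT, 2 *Neil1*-/-, 3 *Neil2*-/- and 2 *Neil1*-/-*Neil2*-/-. The other 2 of the 12 libraries have a title of one genotype and a label of another, and were left out of every fit, mean and test. The 10 libraries hold 19618923 to 21970180 counts (median 20575183); at this depth a gene with few counts has a wide counting error, and folds against a group at 0 are given as lower bounds with a floor of 3 counts over the group. CPM are scaled by TMM factors. With a group of 2 or 3 mice, the spread per gene was shared between the genotypes in 1 fit.

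Counts were tested with edgeR 4.0.16 (R 4.3.3): filterByExpr with a minimum count of 10, TMM normalization, glmQLFit with 1 mean per genotype, and glmQLFTest, which tested 13982 genes. The p-values are 2-sided and were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison, with a threshold of 0.05. The comparisons were each knockout against WT, *Neil1*-/- against *Neil2*-/-, the interaction (*Neil1*-/-*Neil2*-/- minus *Neil1*-/- minus *Neil2*-/- plus WT), and the loss of NEIL1 and of NEIL2 as additive effects over the 10 libraries. DESeq2 1.42.0, the tool named in the article, was run on the rounded counts as an alternative. For 31 lists of genes, written from general knowledge, members past the test were counted over all genes and adjusted over the list alone, and the lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with camera with an estimated correlation and with fry, directional and mixed. Over-representation among called genes with an absolute log2 fold change above 0.3 used a 1-sided Fisher's exact test over 10 of the lists, and the positions of called genes a 2-sided Fisher's exact test within 20 Mb of each targeted gene. Quartiles of mean expression were taken over all genes of the table, with 95% exact intervals of the shares. The comparisons, tests, lists and alternatives were set before the data were examined, the test of positions from genes named in Fig. 4f. They foresaw FPKM with limma or counts with edgeR, and the table held counts.

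Genes are named by a rule set at the same time: every gene the article names in its RNA results, whose values in Fig. 4 had been seen; in each comparison against WT the 8 highest and 8 lowest log2 fold changes among called genes whose libraries do not overlap those of WT; up to 4 members of each list with the smallest p; and every member of a count of 5 or fewer. Other genes named were chosen after their values were seen. The alternatives were: no filter on low counts, median-ratio scaling, no abundance trend, robust fitting, only the 2 groups compared, a replicate block, a threshold of 0.1, DESeq2 with and without the filter, each of the 10 libraries left out in turn, windows of 5 and 40 Mb and whole chromosomes, quartiles over the tested genes, and the other list tests. After the values were seen, limma voom, voom with quantile normalization, a filter at a mean of 10 counts, and leaving out *Neil1*-/- replicate 2 and *Neil1*-/-*Neil2*-/- replicate 1 together were added. Where 1 library of a group of 2 is left out, the lone library is assumed to vary like the other groups. Counts were simulated from edgeR's dispersions with 100 genes changed by 1 and 100 by 2 on the log2 scale. Of those changed by 1, the test recovered 80%, 82% and 72% for group sizes of *Neil1*-/-, *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice. DESeq2 recovered 79%, 86.6% and 73% of those it gave an adjusted p. Beside all the changed genes there were 8, 13 and 14 false calls, against 21, 19 and 35 with DESeq2. The genes changed in the simulation outnumber the 28, 42 and 45 called in the real data. More changed genes ease the adjusted threshold, so recovery in the real data may be lower. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.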

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

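The tests of read mapping and of Arntl below were chosen after the results were seen. The test of positions around the targeted genes was planned before the data were examined, but from genes that Fig. 4f names. The paper called those genes in the same dataset, so the p-values of positions are not independent of that choice. The further striatal genes were listed before their own values were looked at.

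In 13 genes the *Neil1*-/-*Neil2*-/- mice departed from the sum of the single knockouts (interaction of the 2 genotypes, edgeR's quasi-likelihood test, adjusted p under 0.05). The paper does not report this difference between groups. Its methods state that the 3 mutant lines were bred separately, so each genotype is also 1 breeding line. A difference between lines and a dependence of each loss on the other cannot be told apart here. The interaction log2 fold change was 4.97 for Mid1, −1.90 for Wdfy1, 1.15 for Npy, 0.73 for Ndn and 4.44 for Drd1. Ndn, an imprinted gene of neurons, was at 227 ± 16.3 CPM (SD, n = 3) in WT, 169 ± 3.36 (SD, n = 2) in *Neil1*-/-, 232 ± 8.04 (SD, n = 3) in *Neil2*-/- and 282 ± 24.9 (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice. The other 8 are near-identical copies or share reads with one, so their values are uncertain: Tmem254a −4.06, Tmem254b −3.40, Tmem254c −6.59, Ccl21b −13.34, LOC100041599 −11.34, Amd2 −6.48, Gm29801 −3.77 and Gm29804 −4.55, of which those at 0 in WT depend on the prior count. Tmem254b was higher in *Neil1*-/- (94.4 ± 2.57 CPM) and *Neil2*-/- mice (86.2 ± 14.5) than in WT (42.3 ± 9.25) and lower in *Neil1*-/-*Neil2*-/- mice (18.1 ± 0.257), and Amd2 rose from 0.721 ± 0.302 CPM in WT to 48.8 ± 4.28 in *Neil2*-/- mice while Amd1 fell from 203 ± 12.3 to 131 ± 4.18. Of the 13, Ndn and Drd1 were lost without any 1 of the 10 libraries other than *Neil1*-/-*Neil2*-/- replicate 2 (adjusted p up to 0.495 and 0.48 over 22 settings), and Tmem254c without any WT replicate, *Neil1*-/- replicate 2, *Neil2*-/- replicate 2 or either *Neil1*-/-*Neil2*-/- replicate (up to 0.816); the other 10 passed in each of 22 settings.

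Called genes gathered around the targeted genes, a signal in positions that the paper does not report for its changed genes, and mostly in genes outside those it names (Clmp, Nlrx1, Fxyd2, Cryab, Myh6 and Rgcc are named there): odds ratio 17.9 in *Neil1*-/- and 16.5 in *Neil1*-/-*Neil2*-/- mice within 20 Mb of *Neil1*, and 16.7 in *Neil2*-/- and 6.55 in *Neil1*-/-*Neil2*-/- mice within 20 Mb of *Neil2*. A candidate explanation is a chromosome segment of the embryonic stem cell strain kept around each targeted gene. The paper's methods describe regions of strain variants that back-crossing had not fully removed, which it left out of its mutation analysis. The explanation needs this gathering around *Neil1* in *Neil1*-/- and around *Neil2* in *Neil2*-/- mice. Of 15 distinct called genes near *Neil1* 0 were called in *Neil2*-/- mice, and of 10 near *Neil2* 0 in *Neil1*-/- mice in edgeR. These counts of 0 decide little. Of 13982 genes tested only 42 were called in *Neil2*-/- and 28 in *Neil1*-/- mice, so 0 is likely under any cause. In *Neil1*-/- mice 2 other genes, Gm16867 and Entpd4b, were called within 20 Mb of *Neil2* (odds ratio 3.99, 95% interval 0.456 to 16.1, p = 0.0987 from the exact test), which a segment around *Neil1* does not account for. A lower mapping of reads that carry strain variants would put these genes below WT, and 40% of the 25 distinct genes were higher (95% exact interval 21.1% to 61.3%), which argues against it as the whole cause. An effect of the lost glycosylase on nearby genes was not tested and stays open, and lies on the same chromosomes. The odds ratio near *Neil2* was 5.76 (p = 0.0547 from the exact test), 11.0, 6.10 and 7.98 in *Neil2*-/- mice without WT replicate 2 or 3 or *Neil2*-/- replicate 1 or 3, and 11.2 and 1.51 (p = 0.305 from the exact test) in *Neil1*-/-*Neil2*-/- mice without *Neil1*-/-*Neil2*-/- replicate 1 or 2; near *Neil1* it was 10.8 and 3.17 in *Neil1*-/-*Neil2*-/- mice without WT replicate 3 or *Neil1*-/-*Neil2*-/- replicate 2.

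Some clock genes changed with the loss of NEIL2, 7 of 16 looked at: with the loss of NEIL2 over all 10 libraries, Ciart (1.73), Nr1d1 (1.15), Dbp (1.01), Usp2 (0.69), Bhlhe41 (0.43) and Nr1d2 (0.34) were higher and Nfil3 (−1.16) lower (adjusted p = 7.55e-05, 0.00102, 0.00316, 0.0234, 0.0199, 0.0149 and 0.00383 from edgeR's quasi-likelihood test), each beyond all other libraries in 5 of 5. A candidate explanation is another time of day of collection for these mice, and the collection time is not given. Arntl, whose rhythm opposes that of Nr1d1, had a log2 fold change of −0.15 (standard error 0.0885, adjusted p = 0.45 from the same test), and neither it nor Per1 (0.40), Npas2 (0.32), Per2 (−0.03), Clock (−0.04), Hlf (−0.08), Per3 (−0.08), Tef (−0.17) or Cry1 (−0.41) passed. As a list of 24, clock genes were higher in *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice (adjusted p = 1.08e-04 and 2.11e-05 from camera; adjusted p = 0.54 and 0.311 with an estimated correlation), with 3 and 2 called. These values leave the time of day and an effect of NEIL2 on the clock as explanations that cannot be told apart, since both would follow the genotype. Usp2 and Bhlhe41 were singled out after their values were seen.

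In *Neil1*-/-*Neil2*-/- mice the markers of thalamus and striatum were higher as a list, with Drd1, Drd2, Adora2a and Ppp1r1b called (adjusted p = 4.29e-19 from camera, adjusted p = 0.311 with an estimated correlation). Of these 4, Ppp1r1b was called in *Neil2*-/- mice too, where the list's median was −0.10, and Drd2 lies within 20 Mb of *Neil1*. The list was higher in *Neil1*-/- mice too (median 0.31, adjusted p = 0.0301 from camera, adjusted p = 0.827 with an estimated correlation), with none called by edgeR, 4 at an unadjusted p under 0.05, 3 higher adjusted over the list alone and 1 called by DESeq2; without *Neil1*-/- replicate 1 the median was −0.21. A candidate explanation is tissue of the striatum in the dissectates, and 15 further striatal genes, listed before they were looked at, were higher as a list in *Neil1*-/-*Neil2*-/- mice (camera p = 3.58e-07, p = 0.0223 with an estimated correlation; median log2 fold change 0.30; 12 of 15 above 0), while none was called, and p was 0.386 in *Neil1*-/- and 0.242 in *Neil2*-/- mice. Of these 15, 0 are in another list and 10 are at 10 CPM or more in WT: of the 10, Scn4b (0.92), Adcy5 (0.59), Pde1b (0.41), Pde10a (0.30) and Gng7 (0.29) had the larger log2 fold changes, and Rasd2 (0.06), Meis2 (0.04), Foxp1 (−0.05), Bcl11b (−0.07) and Kcnip2 (−0.09) were near 0. The median of the 15 stood 0.353 and 0.263 above the WT mean in the 2 *Neil1*-/-*Neil2*-/- libraries and −0.138 to 0.167 in the other 8, so it is not due to *Neil1*-/-*Neil2*-/- replicate 1 alone. An effect of the double knockout on these genes in CA1 was not tested and stays open.

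For the 42 genes called in *Neil2*-/- against WT mice, the 6 libraries can be regrouped in 10 ways, of which 1 (the real one) gave as many; the highest of the others gave 0. The splits are too few for a share under 0.05.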

How the results depend on the processing

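The limma voom settings, the filter at a mean of 10 counts and the joint removal of 2 libraries were chosen after the values were seen; the other alternatives were planned. A reversal was counted only where at least 1 of the 2 values compared was past the threshold. Changes of direction between values that both missed it are not counted. For single genes, 9335 of the values under alternatives other than leaving out a library kept their side of the threshold. There 199 became stronger, 414 weaker and none reversed. With a library left out it was 6914, 61 and 835, and none reversed. For gene lists it was 1110, 18 and 81, and with a library left out 854, 39 and 36, with 1 reversed: thalamus and striatum in *Neil1*-/- mice, with a median of −0.21 without *Neil1*-/- replicate 1 (0.31 with all) and 0.70 without *Neil1*-/- replicate 2. The causes were not tested, except where fewer libraries, another gene set or another threshold make the change by construction.

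With no filter, 44, 64 and 135 genes were called in *Neil1*-/-, *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice, 22 for the interaction, 676 between *Neil1*-/- and *Neil2*-/- and 106 for the loss of NEIL1; 11 were shared by *Neil1*-/- and *Neil2*-/-, 20 by *Neil1*-/- and *Neil1*-/-*Neil2*-/- and 29 by *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice; and *Neil1* passed in *Neil1*-/-*Neil2*-/- mice (0.94). With an adjusted p under 0.1 it was 44, 73 and 116 genes, 998 between *Neil1*-/- and *Neil2*-/-, 85 and 493 for the losses of NEIL1 and NEIL2, 22 shared by *Neil1*-/- and *Neil1*-/-*Neil2*-/- and 32 by *Neil2*-/- and *Neil1*-/-*Neil2*-/-, and *Neil1* passed in *Neil1*-/-*Neil2*-/- mice (0.94). DESeq2 gave 86, 158 and 186 genes, 30, 927, 241 and 630 for the interaction, *Neil1*-/- against *Neil2*-/- and the 2 losses, and 14, 29 and 55 shared; *Neil1* passed in *Neil1*-/- (0.93) and *Neil1*-/-*Neil2*-/- mice (0.95), and 46.2% of the genes in *Neil2*-/- mice were in the upper quartile. DESeq2 with no filter gave 85, 152 and 179, then 30, 924, 235 and 628, then 15, 29 and 53 shared; *Neil1* passed (0.93 and 0.94), and the share was 45.4%. With only the 2 groups compared, 119 genes differed between *Neil1*-/- and *Neil2*-/- mice; with a replicate block 166 did, 18 genes were called in *Neil2*-/- mice and *Neil2*-/- and *Neil1*-/-*Neil2*-/- shared 9.

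The over-representation of nuclear receptors in *Neil1*-/-*Neil2*-/- mice (17.3) lost its call with median-ratio scaling (9.03), no abundance trend (8.26), robust fitting (7.93), only the 2 groups compared (6.94), a replicate block (0), limma voom (9.25), voom with quantile normalization (9.71), a filter at a mean of 10 counts (9.68) and both libraries left out (0). With each library left out in turn, it lost its call in 7 fits and kept it in 3. Without *Neil1*-/- replicate 2 and *Neil1*-/-*Neil2*-/- replicate 1 together, 25 genes were called in *Neil1*-/-*Neil2*-/- mice, 70 between *Neil1*-/- and *Neil2*-/-, 25 and 88 for the losses of NEIL1 and NEIL2, and 10 lists passed camera in *Neil1*-/- and 5 in *Neil1*-/-*Neil2*-/- mice. With voom and quantile normalization 3 lists passed in *Neil1*-/- and 4 in *Neil2*-/- mice, and with an estimated correlation or with fry's directional test 0, 0 and 0. Fry's mixed test, which asks if the genes of a list change in either direction and compares them with no other genes, put 3, 8 and 10 lists under 0.05 in *Neil1*-/-, *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice, among them the circadian clock in *Neil1*-/- (adjusted p = 0.00346) and downstream base excision repair in *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice (adjusted p = 0.00347 and 6.01e-04). Within 5 Mb the odds ratio near *Neil2* was 0 in *Neil2*-/- and in *Neil1*-/-*Neil2*-/- mice, where few genes were tested. Over the tested genes, 10.7% of the genes called in *Neil1*-/- and 11.1% in *Neil1*-/-*Neil2*-/- mice were in the upper quartile.

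With each library left out in turn, 17 to 26, 15 to 56 and 17 to 213 genes were called in *Neil1*-/-, *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice, 10 to 41 for the interaction, 45 to 485 between *Neil1*-/- and *Neil2*-/-, and 28 to 83 and 69 to 218 for the losses of NEIL1 and NEIL2. *Neil1*-/- and *Neil2*-/- shared 5 to 7, *Neil1*-/- and *Neil1*-/-*Neil2*-/- 9 to 13 and *Neil2*-/- and *Neil1*-/-*Neil2*-/- 7 to 21 genes. Lists past camera were 4 to 10, 6 to 11 and 5 to 19, and the over-representation of nuclear receptors 0 to 31.5. *Neil1* had log2 fold changes of 0.74 to 1.12 in *Neil1*-/- and 0.82 to 1.13 in *Neil1*-/-*Neil2*-/- mice. The odds ratio near *Neil1* was 12.3 to 22.3 in *Neil1*-/- and 3.17 to 19.5 in *Neil1*-/-*Neil2*-/- mice, and near *Neil2* 5.76 to 19.3 in *Neil2*-/- and 1.51 to 11.2 in *Neil1*-/-*Neil2*-/- mice. The share in the upper quartile was 15.8% to 38.5%, 13.3% to 26.8% and 16.0% to 37.8%. The extremes in *Neil1*-/-*Neil2*-/- mice, 17 and 213 genes, came without *Neil1*-/-*Neil2*-/- replicate 1 and 2; the 45 genes between *Neil1*-/- and *Neil2*-/- came without *Neil1*-/- replicate 2, and 74, 137 and 94 without *Neil2*-/- replicate 1, 2 and 3.

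Alternatives that need FPKM (pseudocounts, a minimum FPKM, quantile normalization of log2 FPKM) were not run, since the table holds counts. At this depth Neil3 and *Neil2* had too few counts to be tested.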

Differences from the paper's values

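The alternatives set before the data were examined are 19 for each count, and counts use an adjusted p under 0.05 except in the alternative of 0.1; values of Fig. 4b, Fig. 4c and Fig. 4d were read by eye. The paper's numbers of differentially expressed genes, about 100, about 160 and about 140 in Fig. 4b for *Neil1*-/-, *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice, compare with 28, 42 and 45. The groups here hold the mapped libraries alone, and which libraries the paper's groups hold is not given in the sources used here, so the groups compared may be unlike. DESeq2 with and without a filter gave values within 1.5 times of the paper's in all 3 genotypes, as did no filter and an adjusted p under 0.1 in *Neil1*-/-*Neil2*-/- mice; the other alternatives did not. The paper's upregulated genes, about 50, about 72 and about 61 in Fig. 4c, compare with 16, 23 and 26: for *Neil1*-/- mice none of the 19 alternatives came within 1.5 times, for *Neil2*-/- mice DESeq2 with and without a filter did, and for *Neil1*-/-*Neil2*-/- mice no filter and an adjusted p under 0.1 did. The paper's downregulated genes, about 50, about 91 and about 77 in Fig. 4c, compare with 12, 19 and 19: DESeq2 with and without a filter came within 1.5 times in all 3 genotypes and an adjusted p under 0.1 in *Neil1*-/-*Neil2*-/- mice, and no other alternative did.

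The paper's shared genes in Fig. 4d are about 18 for *Neil1*-/- and *Neil2*-/-, about 37 for *Neil1*-/- and *Neil1*-/-*Neil2*-/-, about 59 for *Neil2*-/- and *Neil1*-/-*Neil2*-/- and about 11 for all 3, against 7, 12, 14 and 4 here, which count genes of the same direction alone. DESeq2 with and without a filter came within 1.5 times for the 3 pairs and no other alternative did. For all 3 genotypes none of the 19 did with genes of the same direction. The paper does not state if Fig. 4d counts by direction. In either direction, 5 genes were called in all 3 here and 11 with DESeq2. In the 3 pairs DESeq2 called a further 2, 5 and 3 genes in opposite directions. The paper puts 45% of the genes changed in *Neil1*-/-*Neil2*-/- mice in the upper quartile of expression, against 28.9% here. Of 20 alternatives, 12 had no such difference (only the 2 groups compared, replicate block, an adjusted p under 0.1, DESeq2 with and without a filter, and without WT replicate 1, 2 or 3, *Neil1*-/- replicate 1 or 2, or *Neil2*-/- replicate 1 or 2) and 8 had it. In *Neil1*-/- and *Neil2*-/- mice the paper's 48% and 41% compare with 32.1% and 28.6% here, which is within 1.5 times. Of 20 alternatives, 13 and 14 were not within 1.5 times, while DESeq2 with and without a filter was. The article's methods name DESeq2.

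Of the genes the article names as changed, the direction matches for 24 of 24 in *Neil1*-/-*Neil2*-/-, 9 of 11 in *Neil1*-/- and 11 of 13 in *Neil2*-/- mice; 12, 7 and 6 of them were called here, and 20, 7 and 11 with DESeq2, in either direction; in each single knockout 2 of these calls, here and with DESeq2, go against the paper's direction. The directions that do not match are those of Tmem254b and Mid1, which Fig. 4f lists under the lower and the higher genes of *Neil1*-/-*Neil2*-/- mice and marks as changed in the single knockouts too: Tmem254b was higher in *Neil1*-/- (1.15) and *Neil2*-/- mice (1.02), and Mid1 lower (−1.996 and −2.10). Called under none of the settings run were Fmod (−0.24, adjusted p = 0.959 from edgeR's quasi-likelihood test), Nr4a1 and Nr4a3 in *Neil1*-/-*Neil2*-/- mice, Nr4a3 in *Neil2*-/- mice, Npbwr1 in *Neil1*-/- and *Neil1*-/-*Neil2*-/- mice, Npas4, Htr3a and H2ac24 in *Neil1*-/- mice, and Fxyd2 in *Neil2*-/- mice. Not called here but by DESeq2 with and without a filter were Npas4, Nr1d2, Cryab, H2ac24, Mid1, Htr3a, Ccl21c and Ccl21d in *Neil1*-/-*Neil2*-/- mice, and Nr4a2, Nr1d2, Npbwr1, Ccl21c and Ccl21d in *Neil2*-/- mice. Htr3a, Ccl21c and Ccl21d in *Neil1*-/-*Neil2*-/- mice and Nr1d2 in *Neil2*-/- mice were called by these 2 settings alone. In *Neil1*-/-*Neil2*-/- mice, no filter and an adjusted p under 0.1 also called Npas4, Nr1d2, Cryab, H2ac24 and Mid1; only the 2 groups compared, or leaving out either *Neil1*-/- replicate, Npas4 and H2ac24; leaving out WT replicate 3 Npas4 and WT replicate 2 Nr1d2; and robust fitting or leaving out *Neil1*-/-*Neil2*-/- replicate 1 Cryab. In *Neil2*-/- mice, no filter and an adjusted p under 0.1 also called Nr4a2, Ccl21c and Ccl21d, and only the 2 groups compared, or leaving out either *Neil1*-/- replicate, these and Npbwr1. Of the settings chosen after the values were seen, voom with and without quantile normalization called Cryab in *Neil1*-/-*Neil2*-/- mice, voom alone Ccl21c and Ccl21d in *Neil2*-/- mice, and leaving 2 libraries out together Cryab in *Neil1*-/-*Neil2*-/- mice and Npbwr1, Nr4a2, Ccl21c and Ccl21d in *Neil2*-/- mice.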

Other observations

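The values per library of the 2 libraries with conflicting labels were chosen for display after those of the other libraries were seen. Hspa5, which folds proteins of the endoplasmic reticulum, was at 268 ± 42.1 CPM (SD, n = 3) in WT, 189 ± 4.27 (SD, n = 3) in *Neil2*-/- and 200.0 ± 15.1 (SD, n = 2) in *Neil1*-/-*Neil2*-/- mice, and fell with the loss of NEIL2 over all 10 libraries (log2 fold change −0.51, adjusted p = 0.00309 from edgeR's quasi-likelihood test). Hsp90b1, of the same compartment, was at 319 ± 29.6 CPM in WT and 252 ± 15.9 in *Neil2*-/- mice, and Hsph1 at 410 ± 16.9 in WT, 343 ± 36.0 in *Neil2*-/- and 320 ± 24.7 in *Neil1*-/-*Neil2*-/- mice. Of 21 heat shock and chaperone genes none was called in *Neil2*-/- or *Neil1*-/-*Neil2*-/- mice, 8 and 9 had an unadjusted p under 0.05, 3 (Hsp90b1, Hsph1 and Hspa5) and 5 (Dnajb5, Cryab, Hsph1, Hspa8 and Hspa5) were lower adjusted over the list alone, and DESeq2 called 2 (Hsp90b1 and Hspa5) and 4 (Cryab, Hsph1, Hspa8 and Hspa5). The list was lower in *Neil2*-/- (median −0.18, adjusted p = 3.51e-07 from camera, adjusted p = 0.54 with an estimated correlation) and *Neil1*-/-*Neil2*-/- mice (median −0.19, adjusted p = 2.46e-07, adjusted p = 0.311 with an estimated correlation).

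In *Neil2*-/- mice Cldn5, which seals the vessels of the brain, fell from 11.1 ± 0.694 CPM to 5.87 ± 0.337 (log2 fold change −0.93, adjusted p = 0.0216 from edgeR's quasi-likelihood test), a call lost without any WT or any *Neil2*-/- library (adjusted p up to 0.129). Endothelial, fibroblast and interneuron markers were lower in *Neil2*-/- mice as lists and markers of CA2 and CA3 higher (adjusted p = 0.00664, 0.00121, 0.012 and 0.00664 from camera; adjusted p = 0.734, 0.731, 0.734 and 0.731 with an estimated correlation). In *Neil1*-/-*Neil2*-/- mice markers of endothelial cells, of oligodendrocyte precursors and of CA2 and CA3 were higher as lists (adjusted p = 1.96e-04, 2.14e-04 and 0.0131 from camera; adjusted p = 0.442, 0.348 and 0.442 with an estimated correlation). EdgeR called none of their members, of which 8, 4 and 3 had an unadjusted p under 0.05. Adjusted over the list alone 7, 3 and 1 were higher and 1, 0 and 0 lower, and DESeq2 called 2, 2 and 0. Genes of the antioxidant response were higher as a list in *Neil1*-/- (median 0.11, adjusted p = 0.0301 from camera, adjusted p = 0.504 with an estimated correlation) and *Neil1*-/-*Neil2*-/- mice (adjusted p = 0.0413, adjusted p = 0.311 with an estimated correlation), with none called by edgeR, Hmox1 in *Neil1*-/- and Prdx1, Prdx6, Sod1 and Sod3 in *Neil1*-/-*Neil2*-/- mice at an unadjusted p under 0.05, and Prdx6 called by DESeq2 in *Neil1*-/-*Neil2*-/- mice. None of 19 targets of p53 was called, with 0, 1 (Ccng1) and 3 (Aen, Ccng1 and Phlda3) at an unadjusted p under 0.05 in *Neil1*-/-, *Neil2*-/- and *Neil1*-/-*Neil2*-/- mice, and none of 13 genes of DNA methylation and demethylation, with 3, 1 and 1. Over all 10 libraries, 47 genes changed with the loss of NEIL1, 31 of them within 20 Mb of *Neil1* (odds ratio 93.7, 2-sided Fisher's exact test, p = 1.76e-40), and 209 with the loss of NEIL2, 34 of them within 20 Mb of *Neil2* (odds ratio 11.3, p = 3.12e-22).

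The library titled N1_3 carries the genotype label of the double knockout, and the library titled N1_2_3 that of *Neil1*-/-; their condition is not known and they entered no test. In the first, *Neil1* was at 7.12 CPM (WT libraries 2.94 to 4.43), Nlrx1 at 3.54 (17.0 to 20.8), Fxyd2 at 28.6 (6.48 to 9.33), Wdfy1 at 33.4 (32.6 to 34.6), Mid1 at 10.5 (30.2 to 48.6), Nr1d1 at 70.9 (78.2 to 125), Nr4a2 at 95.2 (72.6 to 98.5), Ciart at 5.80 (7.16 to 11.1) and Npas4 at 9.18 (13.2 to 22.2), with 3 counts of *Neil2*. In the second they were at 6.72, 4.50, 22.3, 10.8, 82.7, 219.9, 48.9, 33.5 and 9.59 CPM, with 0 counts of *Neil2*. Drd1, Drd2 and Adora2a were at 0.246, 0.54 and 0.147 CPM in the first and 0.494, 0.395 and 0.296 in the second (WT libraries 0.435 to 0.886, 0.193 to 0.839 and 0.29 to 0.933), and the mean of the thalamus and striatum list at −0.343 and −0.27 against the WT mean.

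The z-scores of 6 genes in single animals that Fig. 4g shows as colors were set beside the libraries in each of 360 assignments for the *Neil1*-/- and *Neil1*-/-*Neil2*-/- columns, a comparison chosen after the values were seen. The highest correlation over 60 cells was 0.991 (Spearman 0.995), with *Neil1*-/- replicate 1, the library titled N1_3, *Neil1*-/-*Neil2*-/- replicate 2 and the library titled N1_2_3; the second was 0.989 (Spearman 0.990), with *Neil1*-/-*Neil2*-/- replicate 1 in place of the last. With the 4 libraries used here it was 0.958 (Spearman 0.951).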
